# Phoenixin-14 alters transcriptome and steroid profiles in female green-spotted puffer (*Dichotomyctere nigroviridis*)

**DOI:** 10.1038/s41598-022-13695-z

**Published:** 2022-06-08

**Authors:** Timothy S. Breton, Casey A. Murray, Sierra R. Huff, Anyssa M. Phaneuf, Bethany M. Tripp, Sarah J. Patuel, Christopher J. Martyniuk, Matthew A. DiMaggio

**Keywords:** Computational biology and bioinformatics, Molecular biology, Physiology, Endocrinology

## Abstract

Phoenixin (PNX) is a highly conserved, novel hormone with diverse functions, including hypothalamic control of reproduction, appetite modulation, and regulation of energy metabolism and inflammation. While some functions appear conserved across vertebrates, additional research is required to fully characterize these complex pleiotropic effects. For instance, very little is known about transcriptome level changes associated with PNX exposure, including responses in the hypothalamic–pituitary–gonadal (HPG) axis, which is critical in vertebrate reproduction. In addition, the PNX system may be especially complex in fish, where an additional receptor is likely present in some species. The purpose of this study was to assess hypothalamic and ovarian transcriptomes after PNX-14 administration in female vitellogenic green-spotted puffer (*Dichotomyctere nigroviridis*). Steroid-related changes were also assessed in the liver and blood plasma. Hypothalamic responses included pro-inflammatory signals such as interleukin 1β, possibly related to gut–brain axis functions, as well as suppression of cell proliferation. Ovarian responses were more widely downregulated across all identified pathways, which may reflect progression to a less transcriptionally active state in oocytes. Both organs shared regulation in transforming growth factor-β and extracellular matrix remodeling (periostin) pathways. Reproductive processes were in general downregulated, but both inhibiting (bone morphogenetic protein 15 and follistatin) and promoting (17-hydroxyprogesterone) factors for oocyte maturation were identified. Select genes involved in reproduction (vitellogenins, estrogen receptors) in the liver were unresponsive to PNX-14 and higher doses may be needed to induce reproductive effects in *D. nigroviridis*. These results reinforce the complexity of PNX actions in diverse tissues and highlight important roles for this hormone in regulating the immune response, energy metabolism, and cell growth.

## Introduction

Phoenixin (PNX) is a highly conserved, novel hormone first discovered using a bioinformatics approach to search the human genome for previously unknown secreted peptides^1^. PNX is a proteolytic cleavage product of small integral membrane protein 20 (SMIM20), also known as MITRAC7, which functions in respiratory chain assembly in mitochondria to chaperone cytochrome *c* oxidase^2–4^. The C-terminal domain of SMIM20 can be cleaved into several amidated forms, with the 14- and 20-amino acid peptides (PNX-14 and PNX-20, respectively) being the most predominant^4^. Both forms appear functionally similar and exhibit highest expression in the mammalian hypothalamus, with lower levels in the heart, thymus, and digestive system^1,5^. A putative receptor for PNX ligands was recently identified as GPR173, also known as SREB3, which is a member of the highly conserved G protein-coupled receptor family SREB (Super-conserved Receptors Expressed in Brain)^6–8^. PNX effects appear to require functional SREB3, although its status as the receptor is unclear since direct binding assays have been largely unsuccessful, and evolutionary studies may not support this relationship^7,9^. Overall, the PNX/SREB3 system has been associated with pleiotropic functions in numerous tissues, ranging from control of reproduction in the ovary and hypothalamus to stress and anxiety modulation, anti-inflammatory roles, appetite and thirst regulation, and glucose homeostasis^4,10^.

Some of the more well-studied functions of PNX are related to metabolism within the gut–brain axis. For example, intracerebroventricular PNX injection is associated with increased food intake in mice and rats and can lower core body temperature with anxiolytic effects^11–13^. Within stomach endocrine cells, PNX may stimulate ghrelin production and inhibit cholecystokinin, while pancreatic islet functions include insulin secretion and beta cell proliferation in rats^14,15^. Metabolic effects also extend beyond these sites, where PNX induces osteoblast differentiation in a mouse bone cell line and has anti-inflammatory properties in the small intestine^16,17^. Indeed, immune-related and proliferative roles may be critical in PNX/SREB3 signaling, since PNX promotes mitochondrial biogenesis and exhibits protective effects in the brain and heart^18–20^.

Despite recent research into PNX metabolic and immune functions, the hormone is likely most well known as a hypothalamic neuropeptide that promotes reproductive processes^1^. These functions include effects on the estrous cycle in rats, stimulation of gonadotropin releasing hormone (GnRH) and kisspeptin neurons in the hypothalamus, and luteinizing hormone (LH) release from the pituitary^1,7,8^. Overall, PNX seems broadly associated across the hypothalamic–pituitary–gonadal (HPG) axis and is also localized within the human ovary, inducing granulosa cell proliferation, estrogen production, and ovulation^21^. Some reproductive dysfunctions are also associated with the PNX/SREB3 system, including endometriosis, polycystic ovary syndrome in humans and rats, and cystic endometrial hyperplasia in dogs^22–25^.

The PNX/SREB3 system is far less-studied in non-mammalian vertebrates, but recent research has identified conserved roles in both appetite regulation and reproduction. For instance, hypothalamic PNX also affects food intake in chicken (*Gallus gallus*), spotted scat (*Scatophagus argus*), and zebrafish (*Danio rerio*)^26–28^. Many reproductive processes are also promoted by PNX in fish, including numerous gene expression increases in the hypothalamus, pituitary, ovary, and liver, as well as oocyte maturation in zebrafish^29,30^. However, data remains sparse for the role of PNX in vertebrates, especially in fish, where recent research identified a duplicated SREB3 gene (*sreb3b*) that is only found in some species^31^. The presence of a second SREB3 in PNX signaling may indicate the importance of this system in fish. Furthermore, to our knowledge, no study to date has assessed transcriptomic responses following PNX treatment in any vertebrate, which was recently identified as a research gap in our collective understanding of PNX signaling^10^. To this end, we determined the molecular effects of PNX-14 on the HPG axis in female green-spotted puffer (*Dichotomyctere nigroviridis*) using RNA-sequencing. PNX-14 was previously associated with reproductive changes in another perciform species^29^, and a dose was chosen (100 ng/g body weight) that is known to affect reproduction in two other fishes^29,30^. Puffer was chosen because it expresses both *sreb3* genes^31^ and is characterized by reproductive dysfunction in aquaculture conditions, where ovarian development progresses to vitellogenesis, but does not undergo oocyte maturation without artificial hormonal intervention^32^. Given its conserved role in the HPG axis, PNX may therefore be a useful hormone to regulate oocyte maturation in diverse fishes. We assessed hypothalamic and ovarian transcriptomes, along with steroid-related analyses in blood plasma and liver, to: (1) broadly characterize PNX-14 transcriptome effects, and (2) determine if treatment affected reproductive processes associated with oocyte maturation in vitellogenic pufferfish.

## Methods

### PNX-14 treatments and puffer sampling

Sexually mature female green-spotted puffers (8.6 ± 0.3 g, 60.3 ± 0.65 mm total length) of wild origin were imported through a local wholesaler (Segrest Farms, Inc.) and held in a freshwater flow through system at the University of Florida Tropical Aquaculture Laboratory (Ruskin, FL, USA). All puffers were maintained and sampled under approved guidelines of the University of Florida (UF) Institutional Animal Care and Use Committee (IACUC #: 202011293). All experimental protocols were performed in accordance with the University of Florida IACUC ethical guidelines and regulations for vertebrate animal use, as well as approval through the University of Maine at Farmington (UMF) Grant Coordination Committee. All experiments were conducted in compliance with ARRIVE guidelines.

To promote ovarian development to the vitellogenic stage, fish were slowly acclimated to saltwater (30 g/L salinity) over 3 months^32^. Fish (n = 12) were then anesthetized with 150 mg/L neutral-buffered tricaine methanesulfonate (MS-222), confirmed to be vitellogenic by ovarian biopsy^33^, and intramuscularly injected with puffer-specific PNX-14 (100 ng/g body weight, n = 6) or sterile water control (n = 6). PNX was diluted using sterile water, and the 100 ng/g body weight concentration was previously used in both spotted scat and zebrafish with significant HPG axis effects^29,30^. Briefly, to identify puffer-specific PNX, a spotted scat (*Scatophagus argus*) sequence (GenBank Acc. No. MH360732)^29^ was compared using BLAST to the puffer genome on Ensembl. The significant match (GSTENT10013530001) was confirmed manually to be identical and highly similar to *D. nigroviridis* and *Takifugu rubripes* sequences, respectively, in NCBI databases. The sequence was translated using ORFfinder (NCBI), and the PNX-14 peptide (DVQPVGMKIWSDPF-amide) was purchased and met all quality standards (≥ 98% purity) from Genscript USA, Inc. (Piscataway, NJ, USA).

Following injection, PNX-14 treated and control fish were held in individual 20 L containers housed within two 400 L culture tanks within a 1400 L recirculating system for 24 h, then euthanized with 200 mg/L neutral-buffered MS-222. All 20 L containers had small openings to allow for passive water flow and homogenous water quality parameters among replicates. To assess reproductive changes in response to PNX-14, ovarian biopsies and hypothalamic brain sections^34^ were preserved in RNALater (Ambion, Inc., Austin, TX, USA), snap frozen on dry ice, and stored at − 80 °C until subsequent RNA extractions at UF. To assess steroid-related patterns in response to PNX-14, the experiment was repeated using a second set of fish (n = 6 fish/treatment) and all individuals were euthanized 24 h following PNX-14 exposure. Liver samples were preserved in RNALater (Ambion, Inc., Austin, TX, USA), snap frozen on dry ice, and stored at − 80 °C until shipment to UMF for subsequent RNA extractions. Blood samples were collected in lithium heparinized vials following caudal ablation. Samples were centrifuged, and separated blood plasma (3–22 μl/fish) was frozen (− 20 °C) prior to steroid quantification at the UF Analytical Toxicology Core Laboratory.

### RNA preparation and RNA sequencing (RNA-seq)

Total RNA for each ovary and hypothalamus was isolated using TRIzol (Thermo Fisher Scientific, Waltham, MA USA) as per the manufacturer’s instruction for transcriptomics. Due to budget constraints, we did not sequence the liver transcriptome but turned to a focused qPCR approach for transcripts important for reproduction. RNA concentration was determined using the Qubit^®^ 2.0 Fluorometer (ThermoFisher/Invitrogen, Grand Island, NY, USA) and RNA quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Inc.). A total of 22 RNA samples were deemed high quality for RNA-seq library construction and consisted of six control hypothalami (HC group), six treatment hypothalami (HT), five control ovaries (OC), and five treatment ovaries (OT). Total RNA was used for mRNA isolation using the NEBNext Ploy(A) mRNA Magnetic Isolation module (New England Biolabs, catalog # E7490). RNA library construction was then performed with the NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit for Illumina^®^ (New England Biolabs, catalog #E7760) according to the manufacturer's user guide. Individually prepared libraries were pooled by equimolar concentrations and sequenced by NovoSeq 6000 using 150 bp paired end reads (Illumina Inc., CA, USA). Sequencing was performed by Novogene Corporation (Beijing, China). Raw data (raw reads) of FASTQ format were first processed through fastp. In this step, clean data (clean reads) were obtained from raw data by removing reads containing adapter and poly-N sequences and reads with low quality. At the same time, Q20, Q30 and GC content of the clean data were determined (Supplementary Table S1). All downstream analyses were based on clean data with high quality.

The reference genome (TETRAODON 8.0) and gene model annotation files were downloaded from the Ensembl genome website browser directly. Paired-end clean reads were mapped to the reference genome using HISAT2 software. Feature counts were used to count the read numbers mapped to each gene, including known and novel genes. Reads Per Kilobase of transcript, per Million mapped reads (RPKM) of each gene was calculated based on the length of the gene and read count mapped (Supplementary Fig. S1). Ovary and hypothalamus transcriptomes were submitted to the NCBI Gene Expression Omnibus (GEO) database (GSE183029). DESeq2 was used for differential expression analysis between the OC and OT and between HC and HT groups. Differentially expressed gene lists with log2 fold changes and P-values are provided in the Supplementary Data. To provide the most complete gene name information for downstream pathway analyses, each differentially expressed gene list was further annotated manually. Briefly, both ovary and hypothalamus genes initially listed as unknown and differentially expressed across treatments (P < 0.05) were manually used in BLAST searches against the nucleotide (nt) database (NCBI) to identify significant matches to known genes in other fishes (e-value < 1e^−05^). If ten or greater matches in the database to other fish species were present, then each unknown gene was provided with a gene ID using Zebrafish Information Network (ZFIN) nomenclature. The revised ovary and hypothalamus differentially expressed gene lists (Supplementary Data) were then used in pathway analyses.

### Pathway analysis

Gene set enrichment analysis (GSEA) and subnetwork enrichment analysis (SNEA) were conducted in Pathway Studio 12.0 (Elsevier, Amsterdam, Netherlands). A total number of 12,766 ovary and 12,966 hypothalamus genes were successfully mapped to mammalian homologs using the official gene name. Gene set enrichment analysis proceeded with 1000 permutations to generate the distributions. Pathway Studio conducted statistical enrichment based upon ontologies and curated pathways. A two-sample nonparametric Kolmogorov–Smirnov test was used to compare the cumulative distributions of two data sets (networks) for differences. Subnetwork enrichment analysis or SNEA is designed around networks of common regulators of expression using known relationships (i.e., expression, binding, etc.) derived for experimental data and literature which are focused on gene hubs. A distribution of expression values is calculated by a permutation algorithm to obtain a “background” distribution followed by a statistical comparison between the sub-network data (query data) and the background distribution using a Mann–Whitney *U* test. For both GSEA and SNEA, a P-value is generated to indicate whether a process is statistically enriched in the query dataset relative to what is expected by random chance based upon the background distribution. Enrichment P-value for a gene seed was set at P < 0.05. GSEA and SNEA lists for both ovary and hypothalamus are provided in the Supplementary Data.

To broadly compare transcriptome responses across organs, gene sets common to both ovary and hypothalamus were identified, and highly significant sets were assessed by P < 0.01 and > 50% of total pathway entries measured in the dataset as significantly different. Highly significant sets were then manually assigned to broad functional categories, mostly based on information in the UniProt database (Ensembl, Hinxton, Cambridgeshire, UK). To further assess if organ transcriptional responses were associated with broad up- or downregulation, median fold changes of these gene sets were used in Chi-square tests with expected equal frequencies between the number of positive and negative median fold changes. To more fully characterize changes specific to reproductive processes, each organ dataset was also queried for significant gene differences associated with selected anatomical concepts or cell processes (e.g. ovarian follicle or reproduction, respectively). Lastly, for SNEA, highly significant subnetworks in both organs were characterized by > 60% of total neighbors measured in the dataset with P-value < 1e^−05^.

### Liver RNA extractions and cDNA synthesis

Liver RNA extractions were performed at UMF using Tri Reagent (Sigma-Aldrich, St. Louis, MO, USA) and standard phenol/chloroform procedures, followed by a third precipitation step using polyvinylpyrolidone (PVP) (2% PVP, 1.4 M NaCl) and 5 M LiCl to remove polysaccharide contamination^35^. Total RNA quantity and quality were assessed using a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and 1.0% agarose gel electrophoresis. Total RNA (2.5 μg/sample) was treated with ezDNase and a 5 min incubation at 37 °C to remove genomic DNA contamination (Invitrogen, Carlsbad, CA, USA). In addition, ovary and hypothalamus total RNA previously extracted at UF were treated with TURBO™ DNase following manufacturer’s protocols (Thermo Fisher Scientific) and shipped frozen to UMF for later quantitative PCR (qPCR) confirmation of RNA-seq differential gene expression. Ovary and hypothalamus sample sizes were n = 3, 4, 5, and 6 for OC, OT, HC, and HT groups, respectively. Liver, ovary, and hypothalamus cDNA synthesis was conducted using the Superscript IV VILO kit (Invitrogen).

### Quantitative PCR (qPCR)

To confirm RNA-seq identified expression patterns, ovary and hypothalamus cDNAs were used in qPCR assays with a StepOne Plus Real Time PCR System and FAST SYBR™ Green Master Mix (Applied Biosystems, Waltham, MA, USA). Primers were designed using NCBI Primer-BLAST from genes of interest identified in the transcriptomes (Supplementary Table S2). A total of three hypothalamus genes (*dkk3a*, *dpydb*, and *tgfb3*) and seven ovary genes (*acta1*, *dpydb*, *isr2a*, *safb*, *slc31a1*, *slc26a2*, and *srl*) were assessed in qPCR. To assess steroid-related expression changes in the liver, six genes were assayed including estrogen receptors (*esr1*, *esr2a*, *esr2b*), sex hormone binding globulin (*shbg*), and vitellogenin genes (*vtgab* and *vtgc*), based on previous research in zebrafish^30^. Primers for liver genes (Supplementary Table S2) were designed similarly to above from sequences available in the *D. nigroviridis* genome (Ensembl) (ENSTNIT00000015435, ENSTNIT00000005784, ENSTNIT00000015555, ENSTNIT00000008218, ENSTNIT00000000661, and ENSTNIT00000003224, respectively). Primer sets were verified for intended product amplification using standard PCR and 2.0% agarose gel electrophoresis, following prior protocols^36^. Assays were normalized using *eef1a*, which did not exhibit significant differences in expression across treatments (P > 0.05). All qPCR assays consisted of 10 μl reaction volumes, 1.33 μl diluted template, 0.02–1.0 μM primers (depending on assay), and standard cycling conditions (95 °C for 10 min, 40 cycles of 95 °C for 15 s and 60 °C for 1 min). All samples were assayed in duplicate, and relative standard curves (run in triplicate) were made from pooled cDNA. Optimized linear standard curves consisted of four to six points, with approximately 90–100% PCR efficiency and single peak amplification in dissociation curve analysis. Standard qPCR negative controls (no template and no reverse transcriptase) were also used and exhibited no contamination (liver) or only negligible levels (most Ct > 30, and five or more cycles greater than most samples) in ovary/hypothalamus assays.

For all assays, qPCR results were expressed relative to the control (set to 1.0) and analyzed using relative quantification^37^. Data were expressed as mean ± standard error, and log-transformed relative expression levels were analyzed using two sample *t* tests in SYSTAT12 (Systat Software Inc., San Jose, CA, USA) and assessed at the P < 0.05 level. To identify correlations (P < 0.05) between RNA-seq normalized count data and relative qPCR expression, least squares linear regression analyses (SYSTAT12) were also conducted^38^.

### Plasma steroid quantifications

Blood plasma steroid levels were quantified using a liquid chromatography tandem mass spectrometry (LC–MS/MS) method at the UF Analytical Toxicology Core Laboratory previously validated for low volumes^39^. Briefly, a QTRAP 6500 linear ion quadrupole LC–MS/MS mass spectrometer (AB Sciex, Framingham, MA, USA) was used with a Shimadzu Scientific Instruments (Columbia, MD, USA) liquid chromatography (LC) system and a Kinetex© PS C18 column (2.6 μm particle size, 100 Å pore size, and 2.1 × 150 mm diameters). Injection volumes were 10 μl. Six steroids were quantified (progesterone, 17-hydroxyprogesterone, corticosterone, cortisol, testosterone, and 11-ketotestosterone). Estradiol (E2) was not measured due to low overall concentrations. Steroid concentrations (ng/μl plasma) were log-transformed, assessed for normality, and used in two-sample *t* tests in SYSTAT12 to detect significant differences (P < 0.05) between treatments.

## Results

### Ovary and hypothalamus transcriptomes

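Ovary and hypothalamus RNA of vitellogenic female puffers was sequenced 24 h after an intramuscular injection of PNX-14 at 100 ng per g body weight or of the vehicle alone. Hypothalamus libraries came from 6 PNX-14 treated and 6 control fish, and ovary libraries from 5 of each. The paper gives sterile water as the vehicle, ovarian biopsies and a body weight of 8.6 g, and the submitters' labels give saline, whole ovaries and 15 g. Libraries were made from poly(A) RNA with a kit that keeps the strand. The authors aligned the reads with HISAT2, counted them per gene with featureCounts and deposited read counts, FPKM values and a table of their DESeq2 comparisons. Counted reads, the depth used for all values here, ranged from 9652996 to 12729314 per sample in control hypothalami (median 10676456) and from 9140910 to 10962243 in PNX-14 treated hypothalami (median 10293363). They ranged from 11756975 to 15735216 in control ovaries (median 12496647) and from 11794062 to 15297852 in treated ovaries (median 12713402). The paper's clean reads per sample, 19.8 M to 26.5 M, are the reads before alignment and counting. Genes kept by edgeR's filter on low counts, 14777 in ovary and 17126 in hypothalamus, were tested in each organ on its own with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment. Levels are CPM, counts relative to the library total scaled by TMM, and fold changes compare PNX-14 with control. Gene lists for pathways and cell types, fixed before the data were examined, were tested with camera, which compares the genes of a list with all other genes. Its preset correlation between genes of 0.01 makes it more lenient than a correlation estimated from the data, under which none of the lists in either organ passed.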

Ovary and hypothalamus transcriptomes were overall high quality, generating 20.2–27.0 million raw reads per sample that were processed to 19.8–26.5 million clean reads per sample (Supplementary Table S1). Error rates were low for all samples (0.03%) and Q20 and Q30 quality scores were high (mean 97.5% and 93.3%, respectively). Mapping rates to the puffer reference genome were also high (mean 90.0% and 85.5% total and uniquely mapping rates, respectively) and fragments per kilobase of transcript per million mapped reads (FPKM) levels were similar across samples (Supplementary Fig. S1). Mapping identified 20,562 total unique gene sequences across both organ types. 

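The deposited tables listed 19346 genes for the ovary and 19979 for the hypothalamus, and 20108 had an FPKM above 0 in at least 1 sample. Between 18958 and 19235 genes had counts in each control hypothalamus and between 18980 and 19124 in each treated one. Ovaries held fewer, from 17015 to 17810 in controls and from 17623 to 17915 after PNX-14. The mitochondrial gene mt-co1, a subunit of cytochrome c oxidase, was among the most abundant, at 20400 ± 2200 CPM (SD, n = 6) in control hypothalami.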

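Ovaries were set apart by egg coat genes. The mean level of zpax1, a zona pellucida protein of the egg envelope, was 9100 CPM over the 10 ovaries, and that of zp2l2, another egg coat gene, was 4840 CPM. In hypothalami zpax1 ranged from 28.7 to 1670 CPM. Over the 20108 genes the first principal component of log2(FPKM + 1) held 88.6% of the variance and the second 1.78%. On the first component all ovaries lay above 0 and all hypothalami below it. With the ovaries alone the first 2 components held 23.0% and 16.4%. On the first component of all samples control and treated ovaries overlapped, from 151.1 to 170.7 in controls and from 162.4 to 169.3 after PNX-14. The hypothalami overlapped likewise, from -162.9 to -95.3 in controls and from -151.9 to -115.4 after PNX-14. This component separates the organs, so overlap on it says little about treatment within an organ.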

Ovary and hypothalamus transcriptome profiles exhibited high divergence from each other but overall low discrimination between control and PNX-treated samples within an organ type (Fig. 1A). In addition, hypothalamus samples were separated into two groups that did not reflect treatments (HC and HT labels), although the variation along this component was far less (2.32%) than that between organs (86.92%). 

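Muscle and egg genes had the strongest loadings on the component that gave 2 sets of hypothalamus samples. The set on the negative side of the first component of the hypothalamus samples alone held control replicates 1, 2 and 5 and PNX-14 replicates 3 and 4, and the other set held 3 controls and 4 treated samples. The strongest negative loadings were those of desmb, the muscle filament protein desmin, ACTA1, an actin (ENSTNIG00000012219), and tpm2, a tropomyosin, and genes that code for the egg coat, such as zp3f.1, zp2l2 and zpax1, came next. In the smaller set zpax1 stood between 776 and 1670 CPM, and in the other set between 28.7 and 317 CPM. Of the 15 oocyte genes, 14 were higher in the smaller set, with a median log2 difference of 2.75. Genes of smooth muscle (1.48), cell proliferation (1.38) and chromosome condensation (1.06) were higher there by median, and genes of microglia and macrophages (-0.76), the interferon response (-0.69), T and NK cell signaling (-0.63) and B cells (-0.49) were lower. These differences describe samples grouped by their own values and were not tested. Over 181 genes abundant in ovary and scarce in at least 1 hypothalamus, a sample's level as a share of the mean ovary level had a median of 9.5% to 17.9% in the smaller set and of 0.396% to 4.34% in the other. By treatment the share was 7.97% ± 7.29 (SD, n = 6) in controls and 5.89% ± 5.47 (SD, n = 6) after PNX-14.

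**Figure D1:**
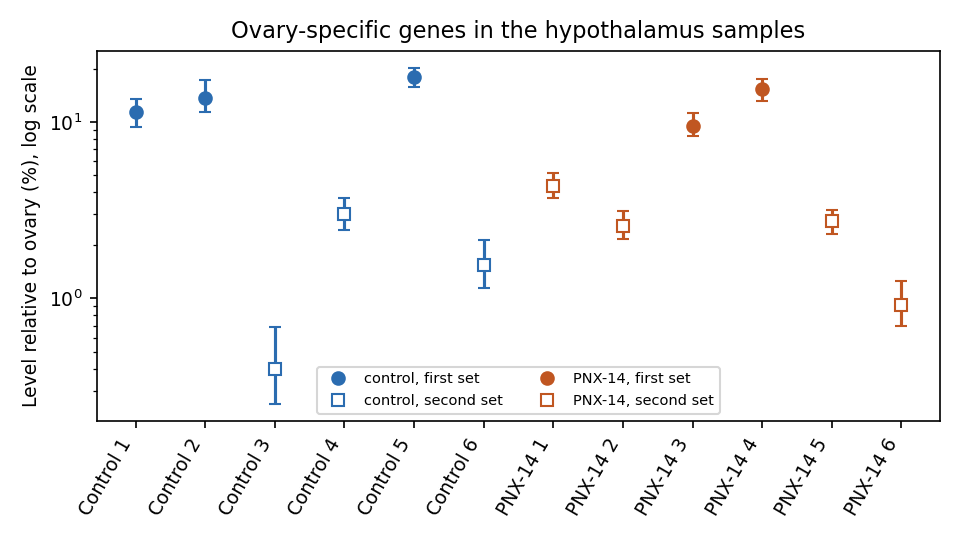
Median level of 181 ovary-specific genes in each hypothalamus sample, as percent of their mean level in the ovary samples, by replicate and treatment. The 5 samples of one set lie between 9.5% and 17.9% and the 7 of the other between 0.396% and 4.34%, and each set holds control and PNX-14 treated fish.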

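In the ovary 2 genes passed the adjusted p of 0.05, both higher after PNX-14. The cation channel gene trpm1b (ENSTNIG00000008398, chromosome 13 from 7722525 to 7736564) rose from 0.452 ± 0.173 to 13.2 ± 2.79 CPM (SD, n = 5 each), a log2 fold change of 4.82 (SE 0.33, adjusted p = 1.27e-05 from edgeR's quasi-likelihood test). A copy of safb, a gene for a nuclear protein that binds DNA and RNA (ENSTNIG00000003883, on unplaced sequence from 64311909 to 64313244), rose from 0.0498 ± 0.0457 to 4.87 ± 2.18 CPM, a log2 fold change of 6.44 (SE 0.61, adjusted p = 0.000438 from the same test). It had 0 to 1 counts in every control ovary and 37 to 115 in every treated one, and its short length and near relatives leave its counting uncertain. No gene passed in the hypothalamus with edgeR, where the smallest adjusted p was 0.979. There trpm1b stood at 3.9 ± 0.646 CPM in controls and 4.18 ± 1.57 CPM after PNX-14 (SD, n = 6 each), and this copy of safb at 1.33 ± 2.56 and 12.2 ± 6.47 CPM. At an unadjusted p under 0.05 there were 1180 genes in ovary and 668 in hypothalamus. DESeq2 called 29 genes in ovary and 5 in hypothalamus, and limma-voom 2 and 0. With only the genes that had at least 10 counts in every sample, neither ovary gene was tested and none passed. With the mean oocyte level as a term, an alternative chosen after seeing the data, the adjusted p of this copy of safb was 0.0655. The hypothalamus count under edgeR was 1 without control replicate 4, in which this copy of safb had a log2 CPM of 2.75 against -2.40 to -0.59 in the other controls.

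**Figure D2:**
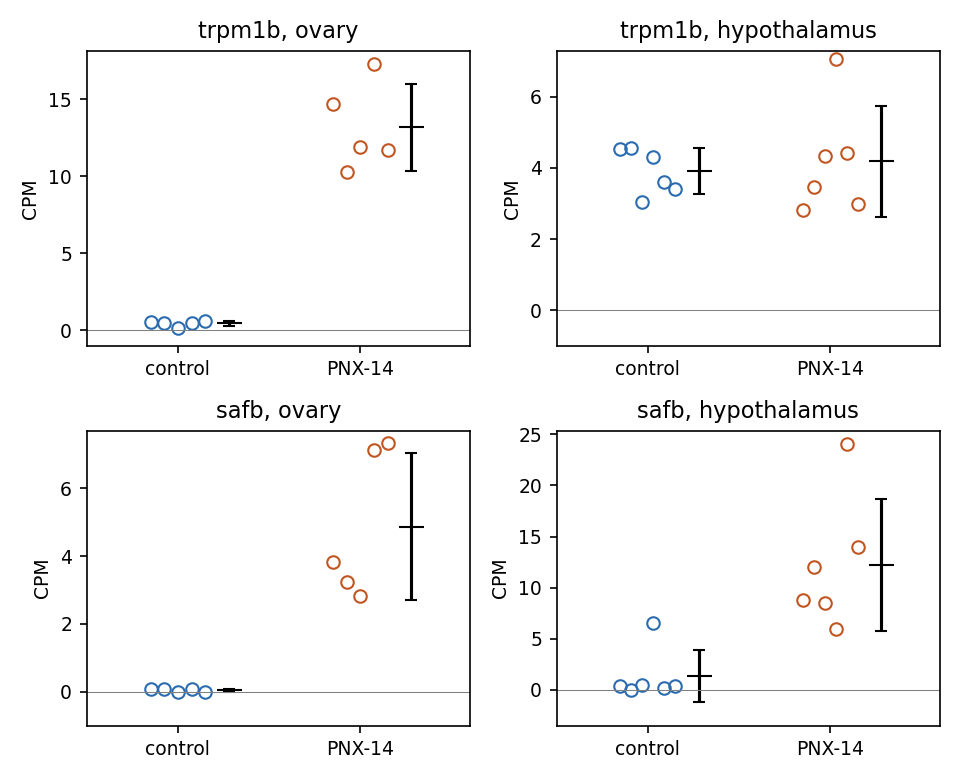
Levels of trpm1b and safb (ENSTNIG00000003883) in CPM in each ovary and hypothalamus sample, control and PNX-14, with bars for the mean and lines for the SD. The 5 treated ovaries lie above the 5 control ovaries for both genes.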

Differential gene expression analysis was used to identify 36 total genes with highly significant (P adj. < 0.05) up- or downregulation following PNX-14 treatment, which were divided into 31 ovary genes and five hypothalamus genes (Fig. 1B, see Supplementary Data for gene lists). 

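Below the 2 ovary genes past the threshold stood genes that DESeq2 called and edgeR did not. The sulfate transporter slc26a2 stood at 77.9 ± 12.9 CPM in control and 133 ± 18.3 CPM in treated ovaries (SD, n = 5 each), with a log2 fold change of 0.77 (SE 0.15, adjusted p = 0.359 from edgeR). The raft protein gene rftn2 had a log2 fold change of 0.76, the desmosome gene pkp2 0.74, the peroxisomal protease gene lonp2 0.73, the transcription factor gene pou3f3b 1.11, the cytochrome P450 gene cyp2f2 1.13 and the copper transporter slc31a1 -0.77. All of these had an adjusted p of 0.359 or more from edgeR. In the hypothalamus znf395a, a zinc finger gene, stood at 5.18 ± 0.633 CPM in controls and 10.4 ± 2.92 CPM after PNX-14 (SD, n = 6 each), a log2 fold change of 1.00 (SE 0.20). The interleukin 17 receptor gene il17re went from 11.9 ± 1.98 to 22.8 ± 7.37 CPM. An unnamed gene, ENSTNIG00000006314, had 0.5 ± 0.401 CPM in controls and 11.7 ± 9.86 CPM after PNX-14, where its counts ranged from 5 to 239. All 3 had an adjusted p of 0.979 from edgeR and passed with DESeq2.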

Ovary samples exhibited clearer discrimination by treatment among highly significant genes (Fig. 1B, top blue and orange labels), while hypothalamus samples overall did not group by treatment. Among all differentially expressed genes (raw P-value < 0.05), the ovary and hypothalamus exhibited totals of 1206 and 582 genes, respectively, with 113 common genes between organ types (Fig. 1C). 

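Of the 1180 ovary genes at an unadjusted p under 0.05, 599 were higher and 581 lower after PNX-14, and chance alone gives 739 of 14777. Of the 668 hypothalamus genes, 440 were higher and 228 lower, and chance gives 856 of 17126. Among 14365 genes tested in both organs, 80 were at this level in both, against 43.8 from independent lists. The 80 included 48 higher in both organs against 15.3, 22 lower in both against 6.76, and 10 in opposite directions against 21.8. They included dpydb, a gene of pyrimidine breakdown, lower in both, and the copy of safb, higher in both. The genes in common numbered 48 without hypothalamus control replicate 2 and 149 without control replicate 5. The hypothalamus count was 350 without control replicate 2, 1473 without control replicate 5, 1078 without control replicate 6 and 428 without PNX-14 replicate 1.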

Following pathway analyses, these gene sets were categorized into 216 and 250 unique pathways with significant up- or downregulation (P < 0.05) in the ovary and hypothalamus, respectively (Fig. 1D). A total of 78 significantly different pathways were shared between organ types (Supplementary Data).

**Figure 1:**
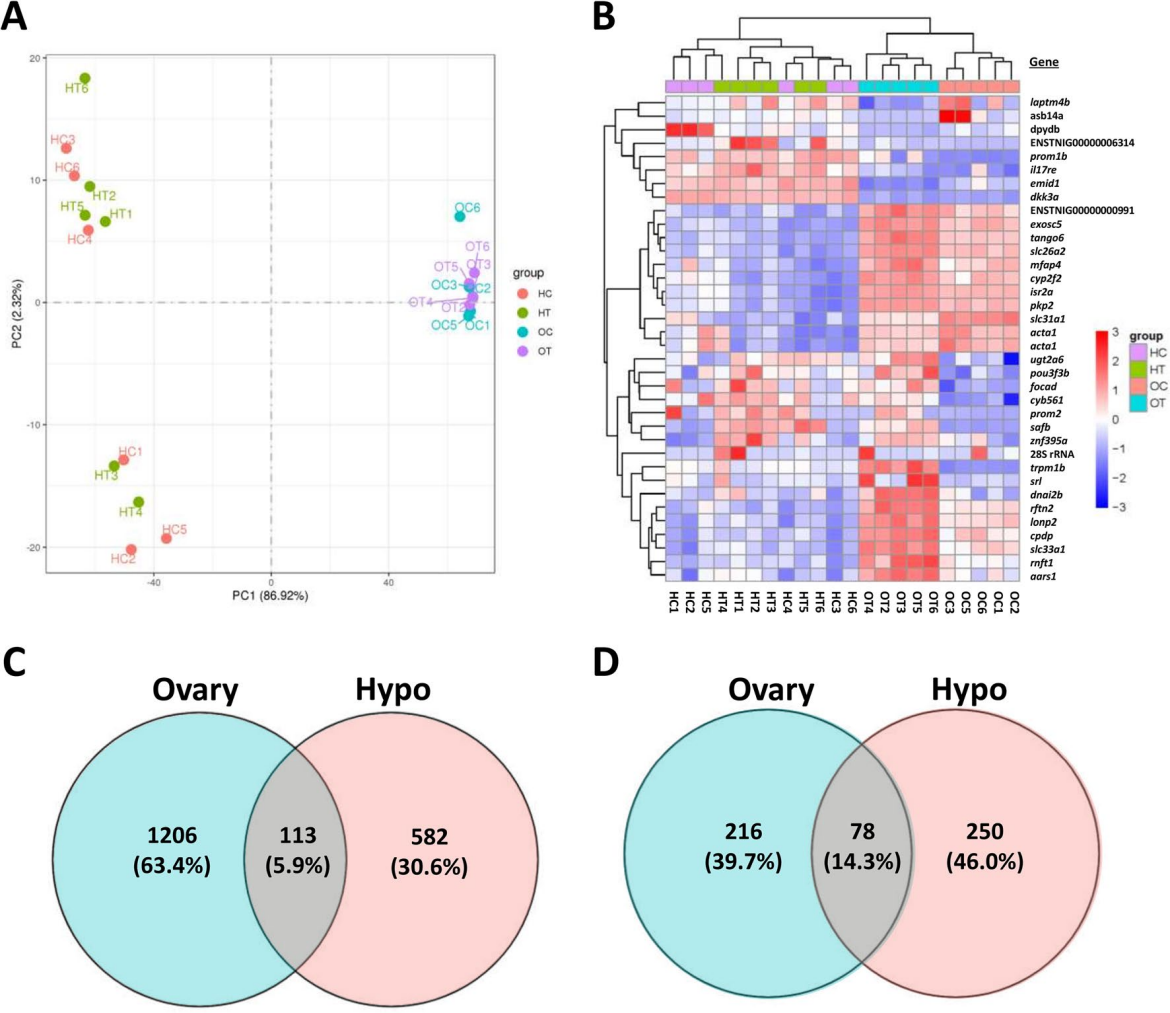
Principal component analysis (**A**) of transcriptomes in ovary control (OC, blue), ovary PNX-14 treated (OT, purple), hypothalamus control (HC, red) and hypothalamus PNX-14 treated (HT, green) samples. (**B**) Heat map of 36 differentially expressed genes (false discovery rate < 0.05) across both tissues, organized by genes (rows) and samples (columns). Gene names and individual sample IDs are provided on the right and bottom, respectively. Red colors indicate positive log2 fold changes in expression, while blue indicates negative changes. Unknown genes are labeled with their respective gene IDs identified in the Ensembl puffer genome (TETRAODON 8.0). (**C**) Total differentially expressed genes (P < 0.05) or (**D**) pathways with percentages (%) in the PNX-14 treatment in ovary (blue) and hypothalamus (red) transcriptomes, with shared entries across both transcriptomes identified in the middle (purple).

Selected ovary and hypothalamus gene patterns were largely confirmed in qPCR (6 of 10 total assays, Fig. 2). 

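The gene named SRL, for the muscle protein sarcalumenin (ENSTNIG00000014096), was at 0.493 ± 0.272 CPM in control ovaries and 22.4 ± 19.8 CPM after PNX-14 (SD, n = 5 each), with 6 to 642 counts among treated ovaries. Its log2 fold change was 5.46 (SE 1.17, adjusted p = 0.562 from edgeR, which DESeq2 called). A second gene, srl (ENSTNIG00000009739), had 2 to 8 counts in controls and 1 to 5 after PNX-14 and was too low to test. The level of isr2a was 221 ± 25.5 CPM in controls and 360 ± 57.3 CPM after PNX-14, a log2 fold change of 0.70 (SE 0.14). Of the skeletal actin genes named ACTA1, ENSTNIG00000012219 was at 220 ± 176 and 73.5 ± 15.3 CPM and ENSTNIG00000017237 at 125 ± 64.9 and 55.4 ± 7 CPM, control against treated. Their log2 fold changes were -1.58 and -1.18 (adjusted p = 0.562 from edgeR for each), and reads may be shared between these near-identical actins.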

Ovary patterns were variable, where three genes (*srl*, *isr2a*, and *acta1*) exhibited significant positive correlations between RNA-seq and qPCR data but did not have significant changes in relative expression (Fig. 2A). 

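The copy of safb past the threshold had a second, abundant relative, safb ENSTNIG00000015470 on chromosome 1. It was at 50.5 ± 12 CPM in control ovaries and 49.3 ± 5.12 CPM after PNX-14 (SD, n = 5 each), a log2 fold change of -0.04 (SE 0.16). The copper transporter slc31a1 was at 32.8 ± 4.85 and 19.2 ± 1.1 CPM, control against treated, and every treated ovary had fewer counts than every control. The counts of slc26a2 were 799 to 1474 in control and 1373 to 2097 in treated ovaries. The pyrimidine breakdown gene dpydb was low, at 2.91 ± 1.52 and 0.746 ± 0.332 CPM, a log2 fold change of -1.95 (SE 0.47, adjusted p = 0.562 from edgeR).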

Four other ovary genes (*safb*, *slc31a1*, *slc26a2*, and *dpydb*) did not exhibit positive correlations (Supplementary Fig. S2), which were likely due to overall low sample sizes and fold changes for most genes (< 2.0). However, all three hypothalamus genes assayed (*dkk3a*, *dpydb*, and *tgfb3*) were confirmed across RNA-seq and qPCR techniques, with significant expression changes and positive correlations (Fig. 2B).

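Of the 3 hypothalamus genes, dkk3a, a secreted protein related to Wnt inhibitors, was at 50.1 ± 8.68 CPM in controls and 33.2 ± 3.94 CPM after PNX-14 (SD, n = 6 each), a log2 fold change of -0.60 (SE 0.13). In the same hypothalami dpydb was at 30.3 ± 28.9 and 3.77 ± 1.72 CPM, control against treated, a log2 fold change of -3.00 (SE 0.75). The 3 controls with more ovary RNA, replicates 1, 2 and 5, were at 62.7, 65.9 and 36.2 CPM for dpydb, and the other controls at 4.74 to 6.64 CPM. Control ovaries held dpydb at only 1.42 to 4.89 CPM, which argues against ovary RNA as the source of the levels in these 3 controls. The log2 fold change of dpydb in the hypothalamus was -3.26 within the 5 samples with more ovary RNA, -1.06 within the other 7 and -2.03 with the set as a term. The growth factor gene TGFB3 (ENSTNIG00000016351) was at 15.2 ± 1.93 and 8.55 ± 3.48 CPM, with a log2 fold change of -0.83 (SE 0.22). A second gene of that name, tgfb3 (ENSTNIG00000017410), was at 24.5 ± 6.21 and 19 ± 2.43 CPM. None of the 4 passed an adjusted p of 0.05 with edgeR (0.979 each), and dkk3a passed with DESeq2 (adjusted p = 0.0456).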

**Figure 2:**
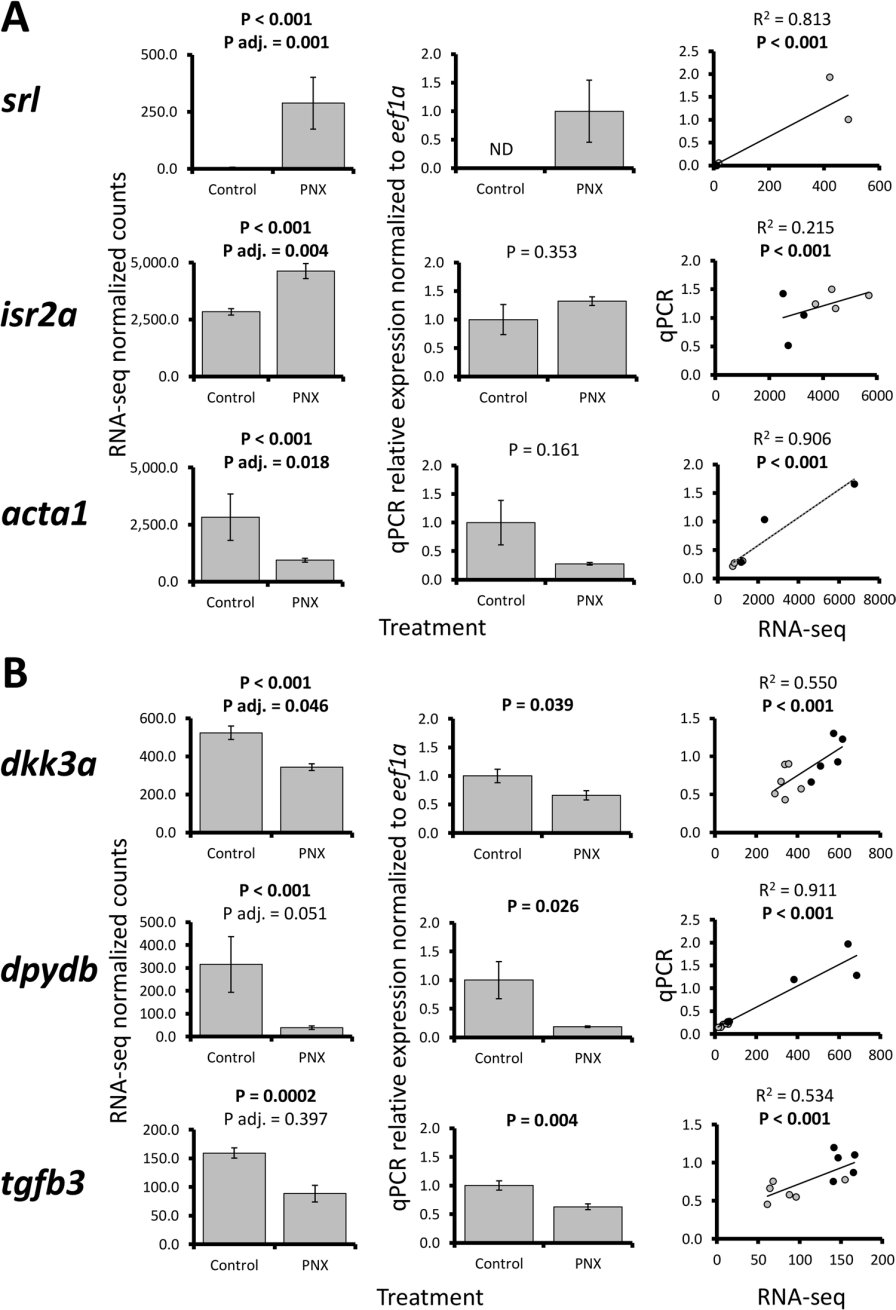
RNA-seq normalized count data (first column), relative mRNA expression in qPCR normalized to *eef1a* (second column), and linear regression analyses (third column) of selected ovary [(**A**) *srl*, *isr2a*, and *acta1*] and hypothalamus genes [(**B**) *dkk3a*, *dpydb*, and *tgfb3*]. Each bar represents the mean ± standard error and significance was assessed at P < 0.05. P adjusted (adj.) refers to the multiple test correction in RNA-seq differential expression analyses (false discovery rate < 0.05). For regression analyses, black and gray circles refer to control and PNX-14 treated samples, respectively.

### Transcriptome networks

Both ovary and hypothalamus exhibited changes in numerous gene pathways following PNX exposure, including highly significant shifts in 54 and 74 gene sets, respectively (Supplementary Data). When these were grouped into functional themes, both organs exhibited a majority of changes likely related to immune responses, including natural killer cell activation, T cell receptor pathways, and cytokine signaling. 

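In the ovary, 1 of the immune lists fixed here passed the test. Genes of microglia and macrophages were lower after PNX-14 as a group: 17 of 19 had a negative log2 fold change, with a median of -0.55 (adjusted p = 0.0243 from limma's camera). Their adjusted p was 0.89 with an estimated correlation, and none of the 19 passed on its own, over all genes or adjusted over the list alone. The myeloid transcription factor gene spi1b was at 6.33 ± 4.23 CPM in controls and 3.3 ± 0.711 CPM after PNX-14 (SD, n = 5 each), and the microglial receptor p2ry12 and the kinase hck had log2 fold changes of -1.40 and -0.85. Of 14 genes of T and NK cell signaling, 10 were negative (median -0.49, adjusted p = 0.29), with the phosphatase gene ptpn6 at -1.14 and the T cell kinase itk at 0.87. B cell genes (6 of 9 negative, median -0.09, adjusted p = 0.91) and interferon response genes (9 of 14 negative, median -0.05, adjusted p = 0.638) did not pass. Oocyte genes were higher in the same ovaries (11 of 16 positive, median 0.19). With the mean oocyte level as a term the macrophage median was -0.01 and hck was at 0.08, and with only genes of at least 10 counts in every sample its adjusted p was 0.0782. The median was -0.08 without control replicate 6 (adjusted p = 0.76), and the list also missed the threshold without control replicates 2 (0.0524) or 3 (0.0632) or PNX-14 replicates 3 (0.103), 4 (0.0853) or 5 (0.112).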

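Immune cell genes were higher in the hypothalamus after PNX-14. Of 21 genes of microglia and macrophages 19 had a positive log2 fold change (median 0.47, adjusted p = 8.68e-05 from limma's camera), of 20 genes of T and NK cell signaling 18 (median 0.43, adjusted p = 0.00198), and of 11 B cell genes 9 (median 0.36, adjusted p = 0.00227). Each had an adjusted p of 0.842 with an estimated correlation. None of these genes passed over all genes, and adjusted over the list alone 1 macrophage gene did, the amino acid transporter slc7a7, at 18.6 ± 3.5 CPM in controls and 29.2 ± 6.59 CPM after PNX-14 (SD, n = 6 each). The B cell receptor gene cd79b went from 7.91 ± 3.68 to 19.3 ± 10.3 CPM, and cybb, part of the phagocyte oxidase, had a log2 fold change of 0.51. The tyrosine kinase syk stood at 0.36 and the transcription factor stat4 at 0.52. Interferon response genes had a median of 0.17 (adjusted p = 0.102). Within the 5 samples with more ovary RNA the macrophage, T and NK cell and B cell medians were 0.03, 0.02 and 0.26 and none passed, with cybb at -0.05 and stat4 at -0.03, and within the other 7 they were 0.43, 0.38 and 0.34 and all 3 passed. With the set as a term they were 0.29, 0.27 and 0.27, and all 3 passed (adjusted p = 0.0013, 0.0148 and 0.00287). Without control replicate 5 the T and NK cell list (adjusted p = 0.103) and the B cell list (0.0709) missed the threshold. The interferon list passed without control replicate 4 (0.000294) or PNX-14 replicates 2 (0.037) or 3 (0.000207).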

Overall, 35 and 39 highly significant gene sets were associated with immune responses in the ovary and hypothalamus, respectively (Fig. 3). The second and third most abundant categories were also similar in theme across organs, with nine and 11 sets associated with growth factors (e.g. transforming growth factor-α and amphiregulin pathways), and four and six sets being cancer-related (e.g. “ERBB/VEGFR/Akt signaling in breast cancer” and “Hodgkin lymphoma”). Less abundant categories varied more between organs, but some were still shared such as insulin signaling, steroid signaling, apoptosis, and cell adhesion, even though the specific gene sets within those themes often varied. Other categories related to leptin signaling and thyroid function were unique to the ovary, while ion movement, chromosome condensation, diabetes-related, endothelin signaling, epigenetic modification, glucose metabolism, kinetochore assembly, mucin production, and retrotransposon-related were unique to the hypothalamus. Overall, even though some categories were shared between organs, the PNX response differed greatly. 

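The organs differed in the response of 1 gene. The change in trpm1b was larger in ovary than in hypothalamus by 4.77 on the log2 scale (adjusted p = 6.15e-07 from edgeR's test of the organ by treatment interaction). Of 17612 genes tested, 1102 had an unadjusted p under 0.05 for this difference, against 881 by chance, and with the fish as a block 742 did, fewer than chance gives. The copy of safb higher in treated ovaries had a difference of 3.3 (adjusted p = 0.739). The count was 4 without ovary control replicate 1, 2 without control replicate 6, 3 without PNX-14 replicate 5 and 4 without PNX-14 replicate 6. DESeq2 called 24 genes. Of 33 gene lists, 13 differed between the organs at an adjusted p under 0.05 from camera, 12 of them lower in ovary, and 0 with an estimated correlation. With the fish as a block the neuron list was lost (adjusted p = 0.0673) and the oocyte list gained (0.0281). The paper states that the response to PNX differed greatly, and gives for it gene sets with negative median fold changes in the ovary and mostly with increases in the hypothalamus.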

The ovary was characterized by entirely negative median fold changes in highly significant gene sets (P < 0.0001), while the hypothalamus exhibited mostly increases (P < 0.01), especially in immune response (Fig. 3).

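Most lists had a negative median in the ovary, a share that was not tested. Of 31 lists 24 had a negative median log2 fold change, a share of 77.4%, beside a median of -0.02 over all 14777 genes. The 6 ovary lists past an adjusted p of 0.05 from camera were mitochondrially encoded genes (median -0.57), microglia and macrophages, smooth muscle (-0.33), ovarian follicle cells (-0.33) and the extracellular matrix (-0.29), all lower, and oocytes, higher. Those with a positive median included cell proliferation (0.08, adjusted p = 0.331) and liver cells (0.09, adjusted p = 0.938). In the hypothalamus 15 of 32 lists were negative, a share of 46.9%, beside a median of 0.01 over all genes. There 6 lists passed: cytosolic ribosomal proteins, microglia and macrophages, T and NK cells and B cells were higher, and mitochondrially encoded genes and neurons lower. No list passed in either organ with an estimated correlation. In the ovary 3 lists passed without control replicate 3, and 3 without control replicate 6, and 2 with the mean oocyte level as a term, chosen after seeing the data. In the hypothalamus, with the set of samples as a term, 28.1% of the lists were negative, and within the 5 samples with more ovary RNA 2 lists passed. Leaving out PNX-14 replicate 3 gave 12 hypothalamus lists past the threshold, and leaving out PNX-14 replicate 4 gave 11.

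**Figure D3:**
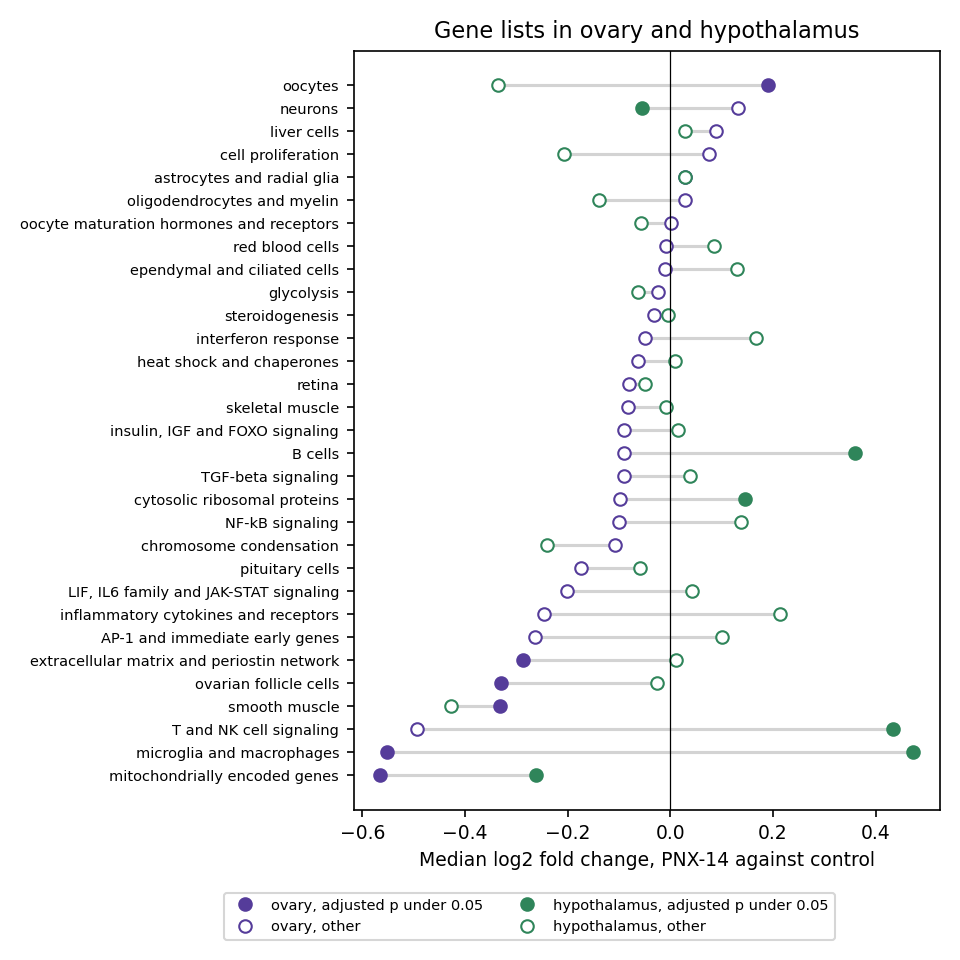
Median log2 fold change of each gene list tested in both organs, PNX-14 against control, in ovary and hypothalamus. Filled points passed an adjusted p of 0.05 from camera and open points did not, and of all lists tested 24 of 31 ovary and 15 of 32 hypothalamus medians lie below 0.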

**Figure 3:**
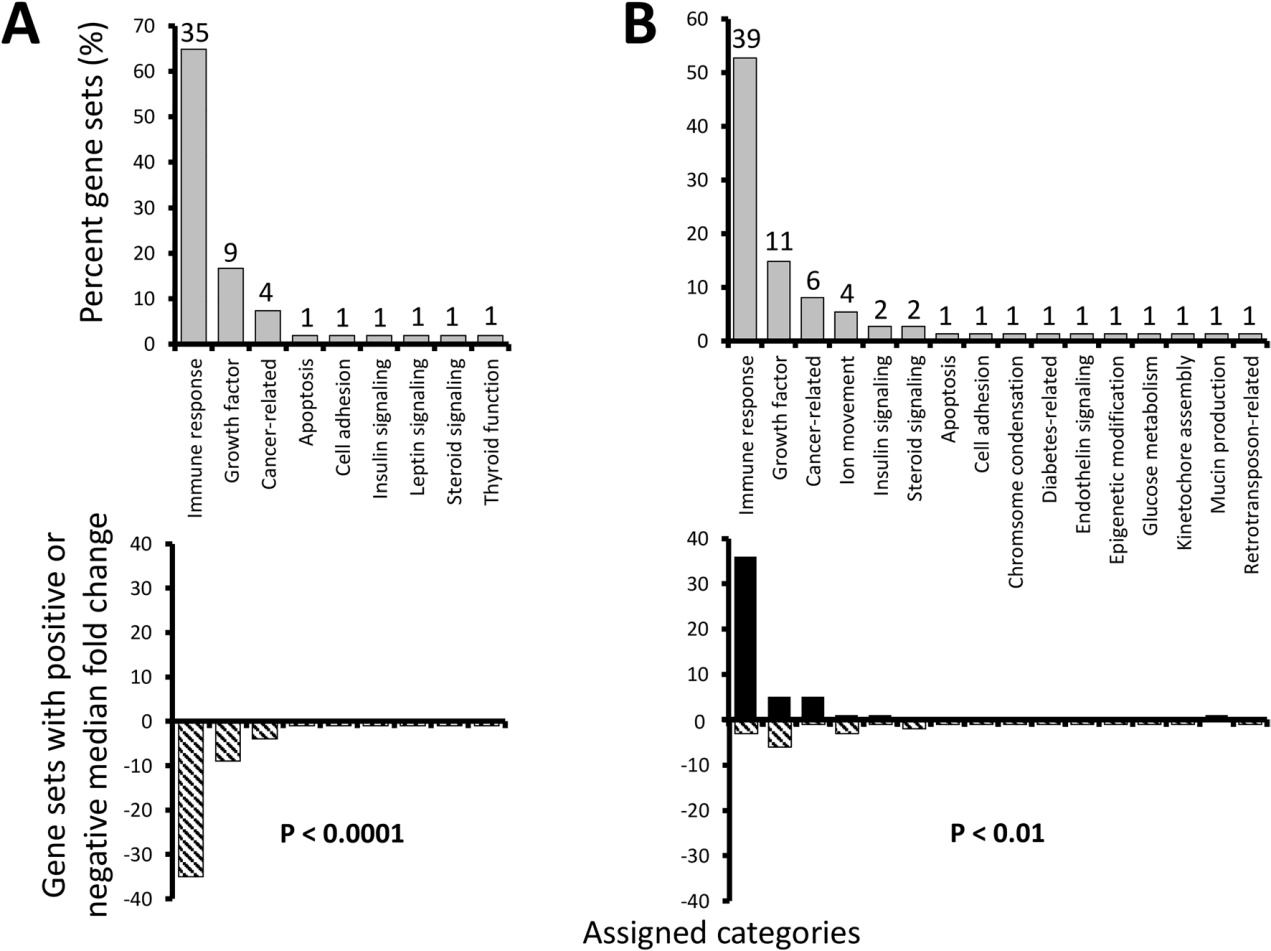
Percent gene sets (%) in the ovary (**A**) and hypothalamus (**B**) identified as highly significant (P < 0.01 with > 50% measured entries in a pathway) following PNX treatment were manually assigned functional categories (upper graphs). Numbers above gray bars refer to the total gene set number assigned to each category. Lower graphs identify the percent of gene sets (%) with overall positive (black bars) or negative (striped) median fold changes in each category. P values refer to significant differences from an expected equal frequency of gene sets with positive and negative changes.

Many highly significant gene sets were associated with known PNX roles in energy metabolism, nociception, reproduction, and inflammatory response (Table 1). These sets included “LIF Expression Targets” (− 1.16 median fold change) and “InsulinR → CTNNB/FOXA/FOXO Signaling” (− 1.14) in the ovary, and “IL1B Expression Targets → Nociception” (1.07) and “Estrogens in Prolactin Production” (− 1.05) in the hypothalamus. In particular, the “Chromosome Condensation” gene set was among the greatest hypothalamic median fold changes detected (− 1.22) and also exhibited 100% representation, with 21 genes exhibiting changes out of 21 total genes in the pathway (Table 1). 

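In the ovary, 14 of 19 genes of LIF, IL6 family and JAK-STAT signaling had a negative log2 fold change (median -0.20, adjusted p = 0.426 from camera). The transcription factor stat3 stood at -0.56 and the receptor cntfr at -0.66, while pim1, a kinase that STAT proteins induce, stood at 0.62. Of 41 genes of insulin, IGF and FOXO signaling 27 were negative (median -0.09, adjusted p = 0.29), with the growth kinase mtor at 33.4 ± 5.35 CPM in controls and 24.4 ± 3.71 CPM after PNX-14 (SD, n = 5 each) and the regulatory subunit pik3r3 at 0.53. In the hypothalamus the cytokine receptor osmr was at 31 ± 8.93 and 55.3 ± 22.5 CPM, control against treated (SD, n = 6 each), and the inhibitor socs3a had a log2 fold change of 0.91. The LIF list there had a median of 0.04 (adjusted p = 0.0723) and the insulin list one of 0.02 (adjusted p = 0.651). No gene of these lists passed in either organ, over all genes or adjusted over the list alone. The insulin list passed in the ovary without PNX-14 replicate 5 (adjusted p = 0.0333) and its median was 0.03 without control replicate 5, and the hypothalamus LIF list passed without PNX-14 replicates 1 (0.0413) or 3 (0.00487) or control replicates 2 (0.0422) or 4 (0.0301).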

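Of 24 genes of chromosome condensation, a list fixed here that is not the paper's gene set, 22 had a negative log2 fold change in the hypothalamus. The median was -0.24 (adjusted p = 0.102 from camera, and 0.965 with an estimated correlation), and none of the 24 passed over all genes or adjusted over the list alone. The condensin II subunit ncaph2 was at 52 ± 5.58 CPM in controls and 43.2 ± 4.76 CPM after PNX-14 (SD, n = 6 each). The separase gene espl1, which releases sister chromatids, was at 11.4 ± 5.64 and 7.61 ± 2.45 CPM, and top2a, the topoisomerase of dividing cells, at 20.7 ± 11.8 and 13.9 ± 4.83 CPM. In the set of hypothalami with more ovary RNA 18 of the 24 genes were higher than in the other set. With the set as a term the median was -0.04, within the 5 samples with more ovary RNA it was -0.27 and the list passed (adjusted p = 0.00246), and within the other 7 it was 0.12, with top2a at 0.06. With the share of ovary RNA as a term, an alternative chosen after seeing the data, it was -0.07 and the list passed as lower (0.0341). The list also passed without control replicate 3 (adjusted p = 0.000603) or PNX-14 replicates 3 (0.0361) or 4 (0.0367).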

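The 2 members of the condensation list with positive log2 fold changes were STK4 and ncapg. The kinase gene STK4, of the Hippo pathway, was at 34.7 ± 7.32 CPM in control hypothalami and 45.1 ± 11.4 CPM after PNX-14 (SD, n = 6 each), a log2 fold change of 0.38 (SE 0.19, adjusted p = 0.979 from edgeR). The condensin I subunit ncapg was at 21.5 ± 10.9 and 27.8 ± 18.2 CPM, a log2 fold change of 0.37 (SE 0.40). PNX-14 replicate 5 had a log2 CPM of 6.01 for ncapg, against 4.02 to 4.57 in the other treated samples, and without it the log2 fold change was -0.07. Within the 5 hypothalami with more ovary RNA the values were -0.05 for STK4 and -0.39 for ncapg.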

Overall, most genes in the chromosome condensation network exhibited expression decreases, except for increases in serine-threonine kinase 4 (*stk4*) and non-SMC condensin I complex subunit G (*ncapg*) (Fig. 4).

**Table 1:** Selected highly significant gene sets (P < 0.01 with > 50% measured entities in a pathway) following PNX-14 treatment. Five selected gene sets unique to ovary and hypothalamus are provided, followed by six total sets shared between organs. See Supplementary Data for full lists. Total entities, measured entities, and percent (%) refer to the total number of genes in the set, number of those genes detected with significant fold expression changes, and the percentage, respectively. Median change refers to the median positive or negative log2 fold change across all measured entities in that gene set. For shared gene sets, ovary and hypothalamus values are provided before and after slashes, respectively.

Name	Total entities	Measured entities	Percent (%)	Median change	P-value
**Selected ovary gene sets**					
TGFA → CTNNB/CTNND Expression Targets	36	21	58.3	− 1.06	0.0020
LIF Expression Targets	43	22	51.2	− 1.16	0.0019
InsulinR → CTNNB/FOXA/FOXO Signaling	14	9	64.3	− 1.14	0.0056
IGF1R/AKT Signaling in Breast Cancer	49	44	90.0	− 1.14	0.0089
Androgen Receptor/SGK1 Signaling	17	10	58.8	− 1.28	0.0094
**Selected hypothalamus gene sets**					
AREG → FOXO3A Expression Target	11	7	63.6	− 1.02	0.0018
Chromosome Condensation	21	21	100.0	− 1.22	0.0019
IL1B Expression Targets → Nociception	56	29	51.8	1.07	0.0022
NF-kB Canonical Signaling	62	51	82.2	1.11	0.0024
Estrogens in Prolactin Production	29	23	79.3	− 1.05	0.0058
**Total shared highly significant gene sets**					
Gamma Globulins Expression Targets	48	46/45	95.8/93.8	− 1.16/1.03	0.0096/0.0046
IL1B Expression Targets	169	95/93	56.2/55.0	− 1.14/1.07	0.0040/0.0069
Natural Killer Cell Activation through ITAM-Containing Receptors	86	60/57	69.8/66.3	− 1.15/1.05	0.0018/0.0045
Periostin (POSTN) Production by Airway Epithelium in Asthma	17	13/13	76.5/76.5	− 1.44/− 1.07	0.0080/0.0076
TCR → STAT Expression Targets	41	24/24	58.5/58.5	− 1.16/1.11	0.0078/0.0045
TGFB1-TGFBR1/AP-1 Expression Targets	123	87/86	70.7/69.9	− 1.25/1.06	0.0041/0.0089

**Figure 4:**
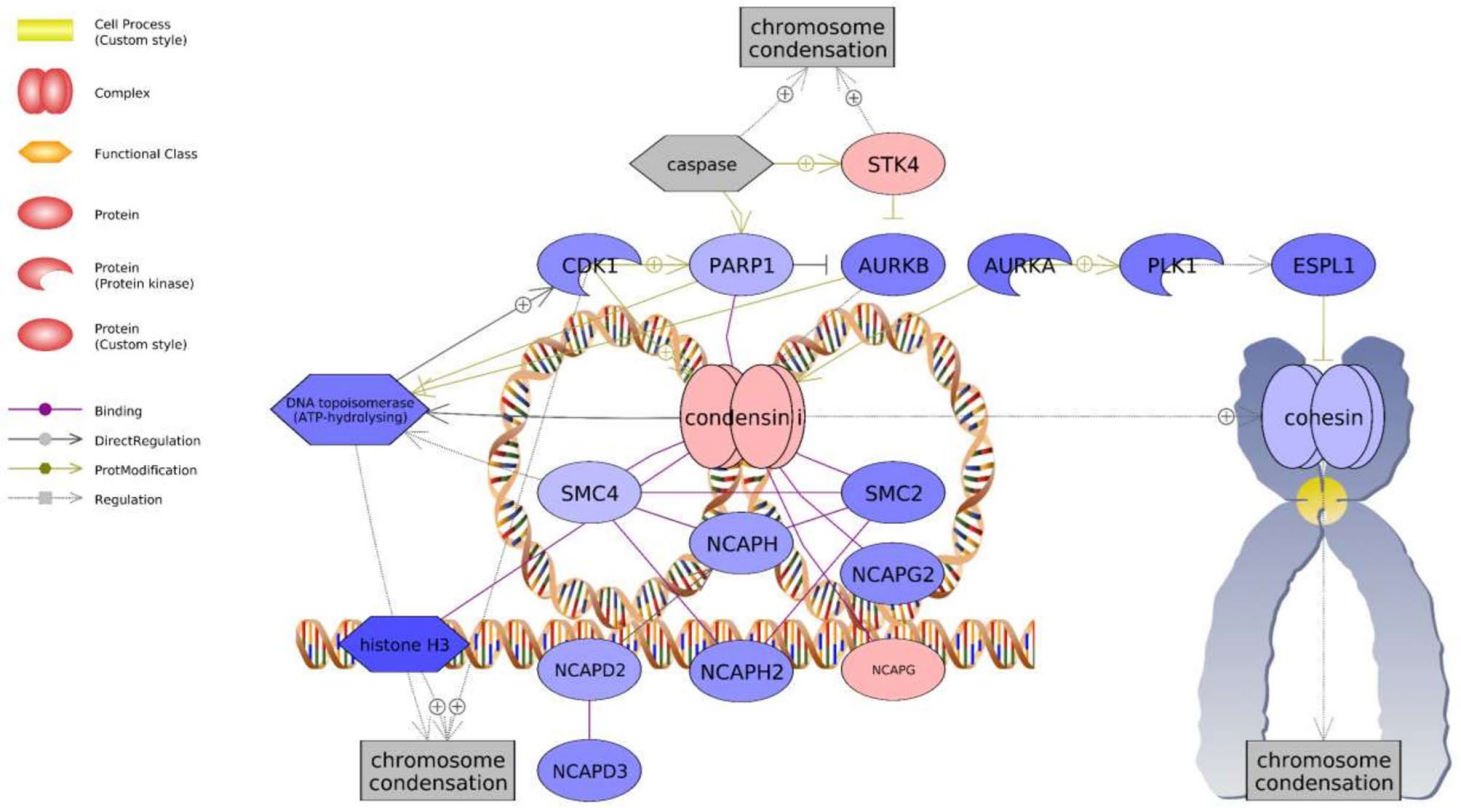
Chromosome condensation-associated network identified in the hypothalamus following PNX treatment. Red indicates an upregulated gene in the network (darker shade indicates greater log2 fold change compared to control), while blue indicates a downregulated gene. Shapes and arrows are identified in the legend to the left. This is a proposed mechanism based only on transcriptomic data.

Of all highly significant gene sets, only six were shared in both organs (Table 1). These included four likely immune response pathways (“gamma Globulins Expression Targets,” “IL1B Expression Targets,” “Natural Killer Cell Activation through ITAM-Containing Receptors,” and “TCR → STAT Expression Targets”) one growth factor-associated pathway (“TGFB1-TGFBR1/AP-1 Expression Targets”), and one cell adhesion pathway (“Periostin (POSTN) Production by Airway Epithelium in Asthma”). Five of these sets exhibited differences in median fold changes between organs, with the immune- and growth-related pathways more greatly decreasing in the ovary and slightly increasing in the hypothalamus. For example, the transforming growth factor-β (*tgfb*) associated network was characterized by more extensive downregulation in the ovary, with upstream decreases in both the *tgfb1* ligand and a receptor (*tgfbr2*) (Supplementary Fig. S3). In contrast, the same network in the hypothalamus was characterized by increases in these genes, along with broad increases in many downstream targets (Supplementary Fig. S4). 

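The difference between the organs was tested for each list as an interaction. Macrophage genes responded lower in ovary than in hypothalamus by a median of -0.87 on the log2 scale (adjusted p = 9.17e-08 from camera), T and NK cell genes by -0.77 (6.72e-05), B cell genes by -0.17 (0.0132) and interferon response genes by -0.21 (0.0414). Inflammatory cytokines and receptors differed by -0.44 (0.00139), NF-kB signaling by -0.17 (0.00748), AP-1 and immediate early genes by -0.46 (0.00748) and LIF signaling by -0.18 (0.0135). With an estimated correlation the adjusted p of these 8 lists was between 0.435 and 0.803. TGF-beta signaling, with a median difference of -0.03, did not pass (adjusted p = 0.522). Among single genes the B cell receptor gene cd79b differed by -2.22 (adjusted p = 0.617 from edgeR). Same-numbered samples of both organs were treated as coming from the same fish, and with the fish as a block all 8 lists still passed. The list differences were not refitted without single samples or with the set of hypothalami as a term. In the ovary alone the macrophage median was -0.08 without control replicate 6 (adjusted p = 0.76 from camera). In the hypothalamus alone it was 0.03 within the samples with more ovary RNA (adjusted p = 0.987). Within the other hypothalami it was 0.43 (adjusted p = 3.34e-05).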

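In the ovary the ligand gene tgfb1a was at 4.36 ± 1.13 CPM in controls and 3 ± 0.559 CPM after PNX-14 (SD, n = 5 each), a log2 fold change of -0.54 (SE 0.28, adjusted p = 0.675 from edgeR). The receptor gene tgfbr2a was at 12.1 ± 2.99 and 9.65 ± 4.66 CPM, a log2 fold change of -0.33 (SE 0.33). Its paralog tgfbr2b, which may share reads with it, was at 91.6 ± 12.1 and 94.6 ± 16.2 CPM. Of 33 genes of TGF-beta signaling 18 were negative and 15 positive (median -0.09, adjusted p = 0.574 from camera). Of 14 AP-1 and immediate early genes 10 were negative (median -0.26, adjusted p = 0.298). None of these genes passed over all genes, and adjusted over the list alone 1 AP-1 gene was higher and 1 lower.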

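In the hypothalamus tgfb1a was at 14 ± 3.78 CPM in controls and 18.7 ± 5.7 CPM after PNX-14 (SD, n = 6 each), a log2 fold change of 0.42 (SE 0.23, adjusted p = 0.979 from edgeR). The receptor tgfbr2a stood at 28.5 ± 6.29 and 34.1 ± 10.1 CPM, with PNX-14 replicate 3 at a log2 CPM of 3.99 against 4.99 to 5.46 in the other treated samples. Its log2 fold change was 0.26 (SE 0.22) over all samples and -0.10 within the 5 samples with more ovary RNA. For tgfbr2b it was 0.12 (SE 0.16). Of 33 TGF-beta signaling genes 19 were positive, with a median of 0.04, and the test, which weighs all members against other genes, leaned lower (adjusted p = 0.952 from camera). Of the AP-1 and immediate early genes the median was 0.10 (adjusted p = 0.0568), and this list passed with DESeq2 (0.048), RLE normalization (0.0479), no filter (0.0337), at least 10 counts in every sample (0.0436), limma-voom (0.0142) and the set of samples as a term (0.0148). It passed also with the share of ovary RNA as a term (0.0301), chosen after seeing the data, and without control replicate 5 (0.0126) or PNX-14 replicates 4 (0.0392) or 6 (0.0167).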

Only the *postn*-associated pathway exhibited similar changes across both organs (− 1.44 vs. − 1.07 downregulation) and was characterized by 76.5% of the total genes changing in response to treatment. 

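Matrix genes were lower in the ovary after PNX-14. Of 50 genes of the extracellular matrix and periostin network, a list fixed here that is not the paper's gene set, 42 had a negative log2 fold change, with a median fold change of -1.22 (adjusted p = 1.12e-06 from camera, and 0.47 with an estimated correlation). None passed over all genes, and adjusted over the list alone 4 were lower and 1 higher. The protease inhibitor timp2b was at 82 ± 22 CPM in controls and 47.6 ± 8.97 CPM after PNX-14 (SD, n = 5 each), and dcn, a proteoglycan that binds collagen, at 36.8 ± 11.9 and 22.1 ± 1.67 CPM. The elastic fiber genes fbln5 and emilin2a had log2 fold changes of -0.80 and -0.76. Oocyte genes were higher in the same ovaries. With the mean oocyte level as a term, an alternative chosen after seeing the data, the median log2 fold change of the matrix list was -0.16 (adjusted p = 0.104). In the hypothalamus 26 of 52 matrix genes were negative and 26 positive, and the median fold change was 1.01 (adjusted p = 0.952). This value became a decrease with DESeq2, RLE normalization, no filter and at least 10 counts in every sample. It stayed an increase with limma-voom and the replicate block. The matrix list responded lower in ovary than in hypothalamus by a median of -0.19 on the log2 scale (adjusted p = 0.000419 for the interaction, and 0.435 with an estimated correlation).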

The changes in this network were associated with decreases in tyrosine-protein kinases (*tyk2*, *jak1*, and *jak3*), a gene with similarity to proto-oncogene c-Fos (*fos*), periostin (*postn*), and several downstream targets (Fig. 5).

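The cytokine receptor kinases of this network were measured in the ovary at 49.4 ± 10.8 CPM in controls and 46.9 ± 10.8 CPM after PNX-14 for tyk2, at 110 ± 20.5 and 94.2 ± 19.5 CPM for jak1 and at 6.63 ± 3.78 and 4.59 ± 1.69 CPM for jak3 (SD, n = 5 each). Their log2 fold changes were -0.08, -0.22 and -0.53, with an adjusted p of 0.768 or more from edgeR. The c-Fos gene fosab was at 118 ± 23.7 and 89.8 ± 11.5 CPM, a log2 fold change of -0.40 (SE 0.15, adjusted p = 0.586), and its paralog fosaa stood at 0.35 (SE 0.26). Periostin was close to the limit of counting: postna had 0 to 7 counts in control and 0 to 4 in treated ovaries, and postnb 0 to 4 and 0. A decrease of postn was not detectable at this depth. In the hypothalamus postna had 27 to 118 counts in controls and 29 to 84 after PNX-14, a log2 fold change of -0.10 (SE 0.36) that was 0.18, 0.0109 and 0.0105 without control replicates 4 or 6 or PNX-14 replicate 1. There tyk2, jak1 and jak3 had log2 fold changes of 0.04, 0.04 and 0.42, and jak3 was at -0.0076 within the 5 samples with more ovary RNA.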

**Figure 5:**
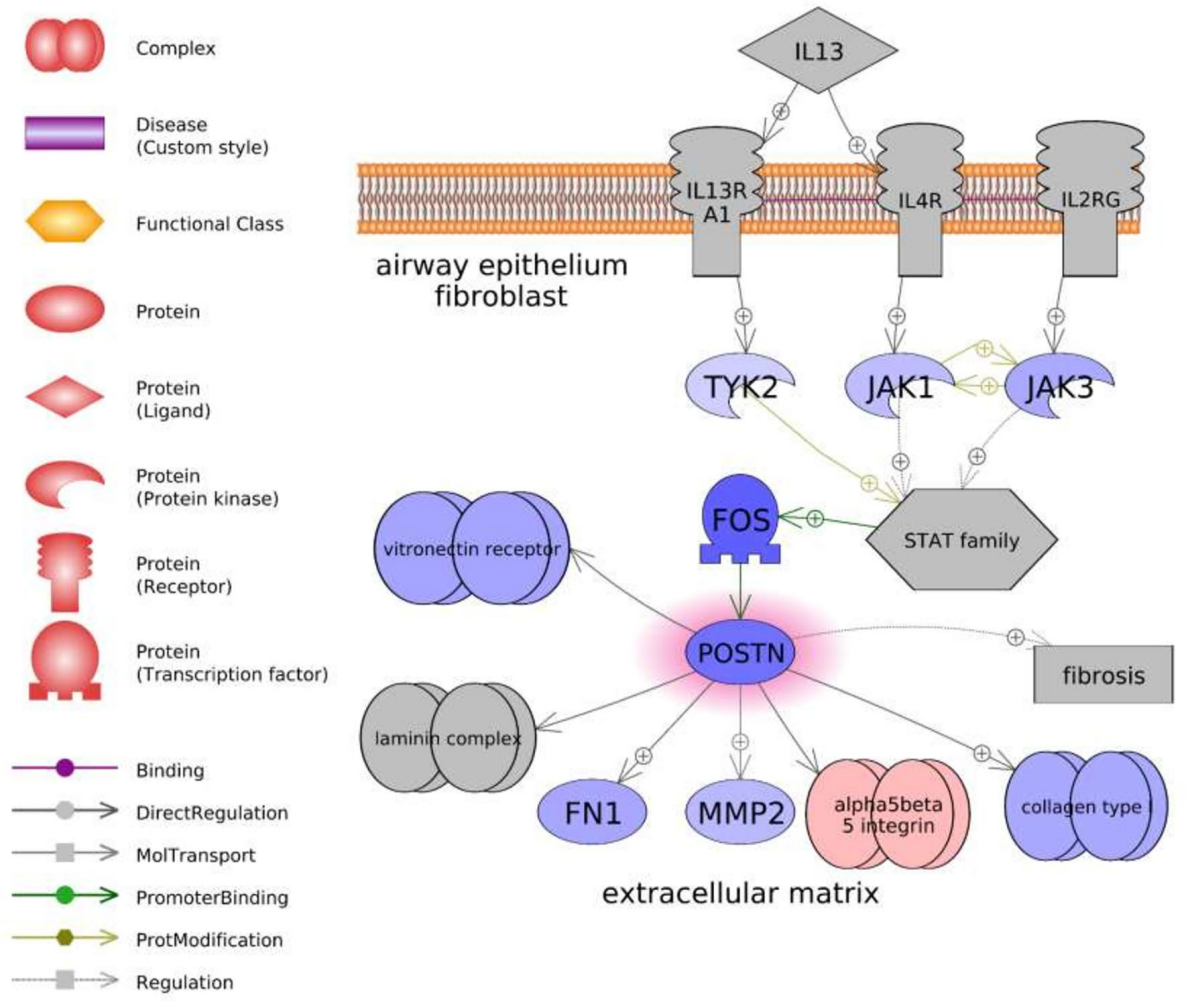
Periostin (*postn*)-associated network identified in the ovary following PNX treatment. Red indicates an upregulated gene in the network (darker shade indicates greater log2 fold change compared to control), while blue indicates a downregulated gene. Shapes and arrows are identified in the legend to the left. This is a proposed mechanism based only on transcriptomic data.

Both the ovary and hypothalamus also exhibited evidence of downregulation in reproductive processes. When the ovary transcriptomes were queried for genes associated with anatomical concepts in reproduction, a network was identified with 85 genes that were largely downregulated in response to PNX-14 (Supplementary Fig. S5). Of note, this network included increases in hormones associated with reproductive processes in the ovary (e.g. bone morphogenetic protein 15, *bmp15*; gonadotropin-releasing hormone 2, *gnrh2*) but decreases in many transcription factor genes. 

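The oocyte growth factor gene bmp15 was at 413 ± 46.5 CPM in control ovaries and 556 ± 44.7 CPM after PNX-14 (SD, n = 5 each), a log2 fold change of 0.43 (SE 0.13, adjusted p = 0.562 from edgeR). The gonadotropin-releasing hormone gene gnrh2 had 2 to 8 counts in controls and 7 to 21 after PNX-14, and fsta, for follistatin, 0 to 7 and 4 to 22, both too low to test. Oocyte genes rose as a group, with 11 of 16 positive (adjusted p = 0.0243 from camera, and 0.47 with an estimated correlation). The RNA-binding protein gene larp6a was at 853 ± 241 and 1250 ± 86.5 CPM, and the pluripotency factor pou5f3 had a log2 fold change of 0.48. Ovarian follicle cell genes fell as a group, 11 of 13 negative (adjusted p = 0.0448 from camera, and 0.89 with an estimated correlation), with the follicle transcription factors foxl2a at -0.47 and wt1b at -0.36. No gene of these lists passed, over all genes or adjusted over the list alone. Hormones and receptors of oocyte maturation had a median of 0.00103 over 23 genes (adjusted p = 0.775). The oocyte list missed the threshold without control replicates 3 (0.0828) or 6 (0.146) or PNX-14 replicate 3 (0.0559). The follicle cell list missed it without control replicates 2 (0.0563), 3 (0.0828) or 6 (0.512) or PNX-14 replicates 4 (0.149) or 6 (0.281) and without the filter on low counts (0.252), and with the mean oocyte level as a term its median was 0.0040 and wt1b was at 0.08.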

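The steroid enzyme gene hsd17b7 was at 2.87 ± 0.81 CPM in control ovaries and 5.02 ± 1.45 CPM after PNX-14 (SD, n = 5 each), a log2 fold change of 0.80 (SE 0.30, adjusted p = 0.575 from edgeR). The side-chain cleavage enzyme cyp11a2, which makes pregnenolone from cholesterol, was at 45.3 ± 20.8 and 23.2 ± 5.26 CPM, a log2 fold change of -0.97 (SE 0.35, adjusted p = 0.565). Control replicate 1 and PNX-14 replicate 6 lay apart from their groups for this gene, at 12 and 14.1 CPM. The nuclear receptor gene NR0B1, a repressor of steroid synthesis, was at 29.8 ± 15.5 and 15.5 ± 4.93 CPM, and the reductase srd5a2a had a log2 fold change of 0.52. Of 24 genes of steroidogenesis 14 were negative (median -0.03, adjusted p = 0.938 from camera), and 0 passed with edgeR, over all genes or adjusted over the list alone.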

There were no changes in steroidogenic enzymes, except for an increase in 17-beta-hydroxysteroid dehydrogenase 7 (*hsd17b7*). In contrast, a smaller reproductive network (17 genes) was identified in the hypothalamus and was based on cell processes of reproduction, lactation, and apoptosis (Supplementary Fig. S6). This network was also largely downregulated and included decreases in a dopamine receptor (*drd2*), estrogen receptors (*esr1* and *esr2*), prolactin (*prl*), and luteinizing hormone. 

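The dopamine receptor gene drd2a was at 16.4 ± 3.57 CPM in control hypothalami and 13 ± 1.02 CPM after PNX-14 (SD, n = 6 each), a log2 fold change of -0.33 (SE 0.16, adjusted p = 0.979 from edgeR). The estrogen receptor genes were at 20.9 ± 3.35 and 20.8 ± 5.59 CPM for esr1, at 14.1 ± 10.8 and 12.8 ± 3.05 CPM for esr2a and at 4.59 ± 4.15 and 3.45 ± 1.26 CPM for esr2b, with log2 fold changes of -0.0035, -0.14 and -0.42. Control replicate 5 had a log2 CPM of 5.18 for esr2a, against 2.87 to 3.57 in the other controls, and 12.9 CPM for esr2b, against 1.8 to 4.42 CPM. Without it the log2 fold changes were positive, at 0.39 for esr2a and 0.24 for esr2b. The pituitary hormone genes were close to 0: prl had 0 to 2 counts in controls and 0 after PNX-14, and lhb 0 to 8 and 0 to 5. A change in either was not detectable at this depth. Genes of pituitary cells had a median of -0.06 over 16 members (adjusted p = 0.633 from camera), hypothalamic neuropeptides -0.03 over 17 (adjusted p = 0.775) and steroidogenesis -0.0048 over 26 (adjusted p = 0.952).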

Some growth factors associated with reproductive processes varied, such as increases in *tgfb1* but decreases in transforming growth factor-β 3 (*tgbf3*) and fibroblast growth factor 2 (*fgf2*).

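Fibroblast growth factor 2, fgf2, was at 5.81 ± 1.51 CPM in control hypothalami and 5.79 ± 2.08 CPM after PNX-14 (SD, n = 6 each), a log2 fold change of -0.0068 (SE 0.26). The second tgfb3 gene, ENSTNIG00000017410, had a log2 fold change of -0.36 (SE 0.17, adjusted p = 0.979 from edgeR). Counts of tgfb1a ranged from 114 to 211 in controls and from 108 to 268 after PNX-14. Hormones and receptors of oocyte maturation, a list of 32 genes here, had a median of -0.06 (adjusted p = 0.952 from camera).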

Regarding subnetworks, a total of 50 were both highly significant and shared across ovary and hypothalamus (see SNEA in Supplementary Data), with a smaller set associated with reproduction. These subnetworks were also downregulated and included regulators of hormone secretion (− 1.09 and − 1.02 median change in ovary and hypothalamus, respectively), fertilization (− 1.05 and − 1.02), and ovary follicle maturation (− 1.15 and − 1.00). Many other subnetworks were also shared between organs, with some of the most highly significant in both being regulators of chemotaxis (− 1.09 and 1.02) and cell interaction (− 1.10 and − 1.00). In addition, two subnetworks related to regulators of pregnancy (− 1.07 and − 1.01) and calcium mobilization (− 1.08 and 1.00) also exhibited high P-values in both organs (> 1e^−08^) but were less represented among measured neighbors (57–59%). Overall, other top subnetworks ranked by P-value in the ovary focused on decreases in neural signals (e.g. excitability, transmission of nerve impulse, and perception of pain) while top subnetworks in the hypothalamus were increases related to immune response (e.g. leukocyte activation, NK cell mediated cytotoxicity, and immune system function).

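Neuronal genes were scarce in the ovary, where 12 of the list were tested. Of these 5 were negative and 7 positive, with a median log2 fold change of 0.13, and camera, which weighs all members against other genes, leaned lower (adjusted p = 0.947). In the hypothalamus the same list fell as a group: 21 of 33 were negative (median -0.06, adjusted p = 0.0459 from camera, and 0.844 with an estimated correlation), and none passed over all genes or adjusted over the list alone. The acetylcholine synthesis gene CHAT was at 45.2 ± 6.27 CPM in controls and 32.2 ± 8.83 CPM after PNX-14 (SD, n = 6 each), and the neurofilament gene neflb had a log2 fold change of -0.86. The neuron list missed the threshold without control replicates 3 (0.0677), 4 (0.0691) or 6 (0.366) or PNX-14 replicate 1 (0.208), and without the filter on low counts (0.0584), and its median was 0.0085 without PNX-14 replicate 6 and 0.18 within the 5 samples with more ovary RNA. Among leukocyte genes of the hypothalamus, the B cell transcription factor pax5 was at 1.76 ± 0.688 and 3.84 ± 2.14 CPM and the kinase jak3 at 48.4 ± 17 and 64.9 ± 25.6 CPM, control against treated. The kinase syk was at 129 ± 24.4 CPM in control and 165 ± 34.7 CPM in treated hypothalami.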

### Steroid-related patterns in liver and blood plasma

PNX-14 treatment was overall associated with small changes in steroid-related patterns. In the liver, no significant expression changes were detected in vitellogenin genes or estrogen receptors (Fig. 6). However, a marginal but non-significant increase (< 2-fold) in *shbg* was detected following treatment (P = 0.067). Blood plasma steroid concentrations were overall low for progesterone, corticosterone, cortisol, testosterone, and 11-ketotestosterone, but a significant threefold increase in 17-hydroxyprogesterone was detected in PNX-14 treated fish (P = 0.049, Fig. 7).

**Figure 6:**
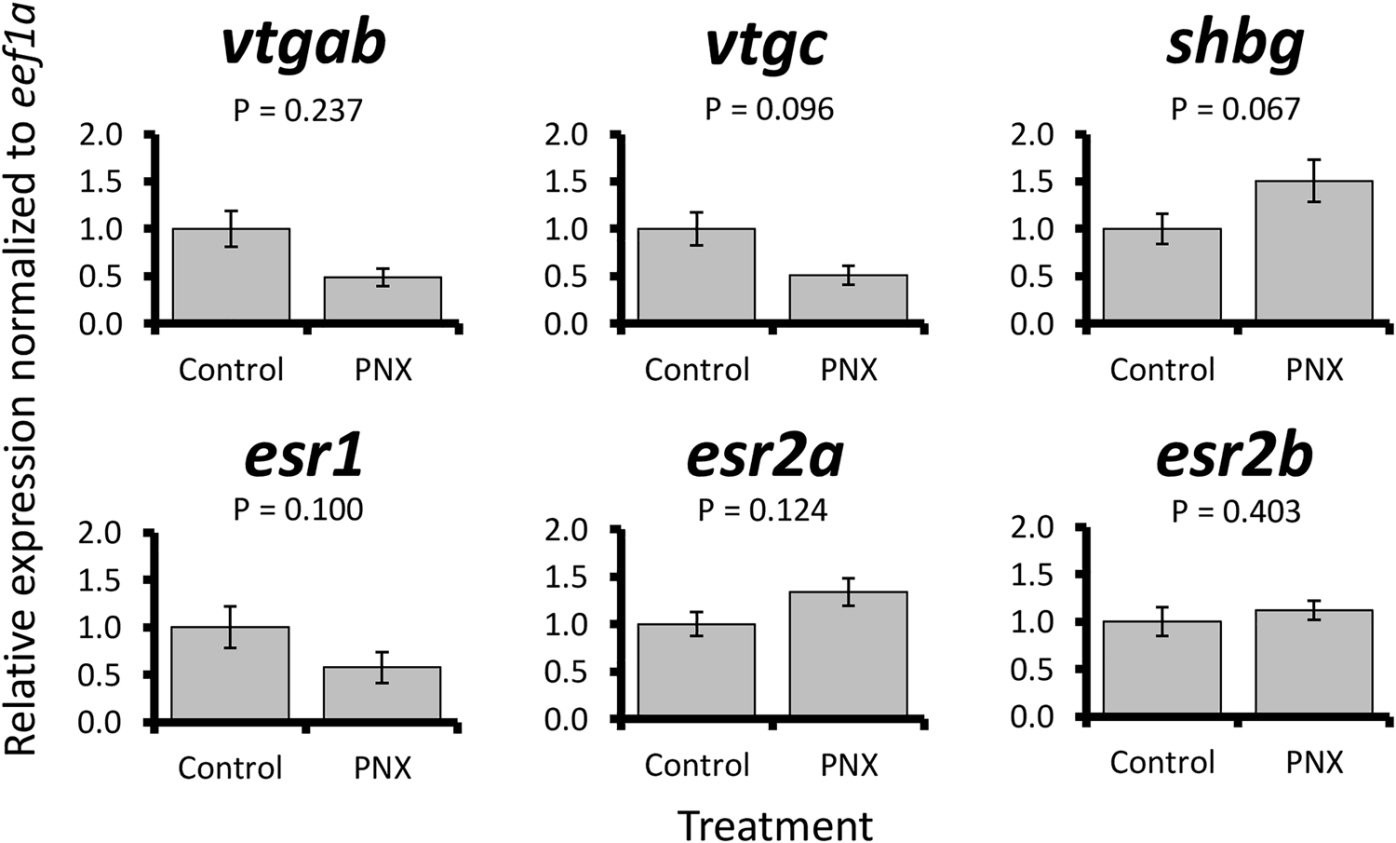
Relative mRNA expression normalized to *eef1a* of six steroid-associated liver genes (*vtgab*, *vtgc*, *shbg, esr1*, *esr2a*, and *esr2b*) in control and PNX-treated puffers. Each bar represents the mean ± standard error, and significance was assessed at P < 0.05.

**Figure 7:**
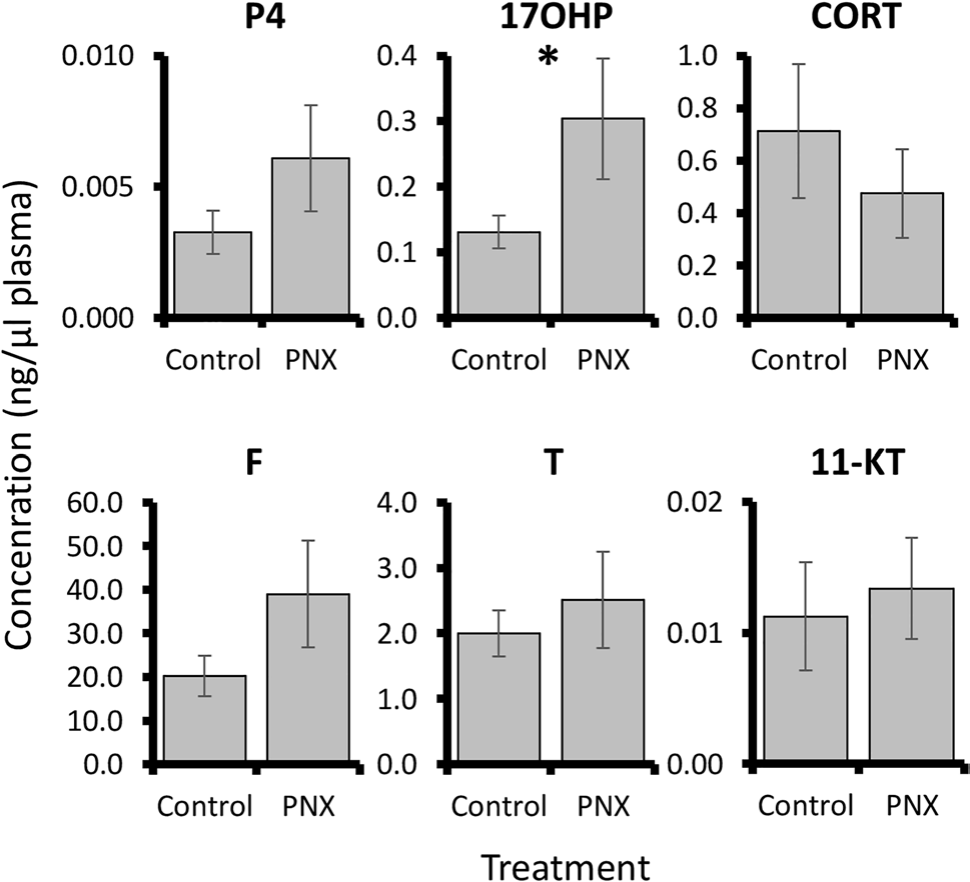
Blood plasma concentrations (ng/μl plasma) of six steroids (P4, progesterone; 17OHP, 17-hydroxyprogesterone; CORT, corticosterone; F, cortisol; T, testosterone; 11-KT, 11-ketotestosterone). Each bar represents the mean ± standard error and the asterisk indicates significance (P = 0.049).

## Discussion

PNX-14 exhibited pleiotropic actions in puffer, ranging from immune regulation to effects on cell growth, glucose metabolism, and reproductive processes. In particular, the most dramatic response in both ovary and hypothalamus was related to immunity, although broad changes differed between organs and were largely anti- or pro-inflammatory, respectively. PNX roles as an anti-inflammatory peptide are just beginning to be understood, including suppressive effects on cytokines and inflammation mediators in a variety of cell types^19,40–43^. Across these studies, many observed effects were similar to ovary changes in puffer, such as decreases in interleukin-1β, interleukin-6, toll-like receptor 4, and nuclear factor kappa B-associated pathways. 

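Among genes of inflammation in the ovary, none had the symbol il1b, il6 or tlr4 in the tables used here. Of 14 inflammatory cytokine and receptor genes 9 were negative (median -0.25, adjusted p = 0.217 from camera). The innate immune receptor nlrc3 was at 3.18 ± 2.13 CPM in controls and 0.888 ± 0.528 CPM after PNX-14 (SD, n = 5 each), a log2 fold change of -1.82 (SE 0.53, adjusted p = 0.562 from edgeR). Of 28 genes of NF-kB signaling 17 were negative (median -0.10, adjusted p = 0.426), with the kinase CHUK at 72.4 ± 3.62 and 58.1 ± 6.27 CPM and the adapter traf3 at 81.1 ± 4.94 and 66.6 ± 10 CPM. In both lists 0 genes passed with edgeR, over all genes or adjusted over the list alone. The inflammatory list passed without the filter on low counts (adjusted p = 0.0205) and without control replicate 1 (0.0312). With the mean oocyte level as a term, an alternative chosen after seeing the data, its median was 0.08. In the hypothalamus 14 of 19 inflammatory genes were positive (median 0.21, adjusted p = 0.0723) and 21 of 28 NF-kB genes (median 0.14, adjusted p = 0.0543). There nfkb1 was at 44 ± 14.4 and 63.6 ± 21.7 CPM (SD, n = 6 each), with a log2 fold change of -0.10 within the 5 samples with more ovary RNA. Adjusted over the list alone, 1 inflammatory gene of the hypothalamus passed, il17re. The authors had already called it in these data, so this is no independent support. The hypothalamus inflammatory list passed without the filter (0.0195), within the 7 samples with less ovary RNA (0.00728) and without control replicates 1 (0.0492) or 4 (0.0373) or PNX-14 replicates 3 (0.000675) or 4 (0.0392). The NF-kB list passed with DESeq2 (0.048), RLE normalization (0.0479), no filter (0.0195) and at least 10 counts in every sample (0.0422), within the 7 samples with less ovary RNA (7e-04) and with the share of ovary RNA as a term (0.0341), chosen after seeing the data. It passed also without control replicates 1 (0.00994), 4 (0.0183) or 5 (0.0443) or PNX-14 replicates 3 (0.000764), 4 (0.0449) or 5 (0.0182).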

The suppressive effects of PNX on inflammation processes may be highly conserved across vertebrates; however, this is also likely context dependent, since these same pathways were also detected within the hypothalamus, but were upregulated. The pro-inflammatory hypothalamic signal may instead be associated with energy metabolism and the gut–brain axis. For instance, hypothalamic inflammation is known to affect energy balance and contribute to insulin resistance^44,45^. Indeed, administration of another gut-associated peptide (glucose-dependent insulinotropic peptide, GIP) can both increase interleukin-1β and interleukin-6 in the mouse hypothalamus and impair insulin effects^45^. The putative PNX receptor, SREB3, has also been implicated in inflammatory roles within the mammalian brain, where the receptor is both critical to phoenixin effects in both astrocytes and microglia, and can be induced by an interleukin^19,46^. Spatially, SREB3 expression has been confirmed within the supraoptic and paraventricular nuclei of the hypothalamus in several mammals^47^, while PNX patterns are also present in the hypothalamus and strongly conserved across mammals and zebrafish^48^. Although more research is required to better understand these processes, especially in puffers, the identification of these same pathways possibly reinforce a hypothalamic link between immune response and energy homeostasis.

PNX-14 effects on cell growth, metabolism, and energy homeostasis were also evident. For instance, both ovary and hypothalamus exhibited changes in insulin-associated pathways, as well as transforming growth factor β (TGFβ), which is a cytokine with well-established roles in immune cell production and broad suppression of cell proliferation^49^. Indeed, TGFβ may be highly conserved as part of the PNX/SREB3 response, as SREB3 also decreases TGFβ signaling in mouse neurons and promotes cell migration^50^. Cell adhesion and extracellular matrix remodeling are likely part of the PNX response, since a periostin (POSTN)-associated pathway was the only highly significant gene set shared between organs and similarly downregulated. Periostin is an extracellular matrix protein that interacts with integrins to support cell adhesion and spreading, functioning to accelerate cell growth and oppose apoptosis^51^. Periostin is particularly prevalent in bone, teeth, and heart, where it promotes cell differentiation and repair, which may serve as one downstream mediator of the beneficial PNX effects in these tissues^16,18,41,51^. In puffer hypothalamus, decreases in the periostin pathway along with increases in TGFβ1 indicate an overall anti-proliferative signal. This is also supported by the dramatic downregulation of the chromosome condensation pathway, which would restrict mitotic spindle assembly and completion of mitosis^52^. 

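Of 29 genes of cell proliferation 27 had a negative log2 fold change in the hypothalamus after PNX-14 (median -0.21, adjusted p = 0.256 from camera), and none passed over all genes or adjusted over the list alone. The mitotic kinase gene ttk was at 10.7 ± 5.77 CPM in controls and 7.13 ± 3.43 CPM after PNX-14, and the cyclin gene ccnb1 at 91.6 ± 83.2 and 55.4 ± 50.3 CPM (SD, n = 6 each). The same genes were higher in the hypothalami with more ovary RNA, 27 of 29 by count. With the set of samples as a term the median was 0.08, and within the 7 samples with less ovary RNA it was 0.31, where the list passed as higher (adjusted p = 0.009). It was 0.02 without control replicate 5. The list passed as lower without control replicate 3 (adjusted p = 0.000518) or PNX-14 replicates 3 (0.0326) or 4 (0.0162).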

Coupled with downregulation of other proliferation pathways, such as that associated with amphiregulin (AREG)^53^, the hypothalamic response to PNX-14 was largely focused on greater inflammation while down regulating some cell growth and metabolic processes.

PNX/SREB3 system roles in regulating cell growth and energy metabolism may be conserved among the entire SREB family of receptors^6^. Although other SREBs remain orphan receptors with no known endogenous ligands, they have independently been associated with similar processes. For instance, SREB1 (orphan receptor GPR27) is also known to affect insulin regulation and glucose tolerance^54,55^. SREB2 (orphan receptor GPR85) is a negative regulator of brain size, and SREB2 overexpression in mice reduces dendritic growth and neuronal connections^56,57^. In addition, teleost fish SREBs exhibit largely similar expression patterns across organs. For instance, patterns for the potential PNX receptor *sreb3a* in puffer closely match *sreb1*, with greatest expression in both brain and gonads^31^. The puffer brain also exhibits particularly elevated levels of *sreb3b*, a potential second PNX receptor, and these patterns are similar to *sreb2*^31^. In this study, the most significantly enriched ovary subnetworks were associated with neuron function, including neuronal plasticity, which is most closely associated with SREB2 functions^56^. As such, these receptor family responses may be more similar than currently studied and will require more investigation.

Although inflammation and growth regulation is important in PNX signaling, the ovary was more broadly characterized by near universal downregulation, with almost all identified pathways and subnetworks decreasing, irrespective of functional category. This may reflect a stage specific response, since puffer ovaries contained high proportions of mid or late vitellogenic follicles. Late oocyte growth stages in mice are much less transcriptionally active than earlier stages, and this is also observed in some fish^58,59^. In addition, PNX-exposed vitellogenic ovaries in zebrafish exhibited relatively fewer expression changes than other organs^30^. Overall, this supports the hypothesis that the cellular responses to PNX are context and stage dependent within a tissue. For example, unlike in the hypothalamus, the chromosome condensation pathway was not affected in the puffer ovary, where it is likely essential for oocyte meiotic progression and may be inversely related to transcriptional activity^58^. In addition, puffer ovarian responses to PNX may have differed greatly if earlier stages were used, which is supported by prior research in mammalian follicles where PNX promotes early follicular growth^21^.

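In the ovary 16 of 24 chromosome condensation genes had a negative log2 fold change and 8 a positive one (median -0.11, adjusted p = 0.29 from camera). For this list 0 genes had an unadjusted p under 0.05 with edgeR. Of 30 cell proliferation genes 13 were negative and 17 positive. The difference between the organs in the condensation list, a median of 0.26 on the log2 scale, did not pass (adjusted p = 0.936 for the interaction), and for proliferation the difference was 0.43 (adjusted p = 0.236).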

Reproductive processes in both ovary and hypothalamus were largely downregulated in response to PNX, which differs from prior work in many vertebrates. For example, both hypothalamic neurons and ovarian follicle cells exposed to PNX upregulate expression patterns associated with the HPG axis in both mammals and fish^1,21,30^. In zebrafish, similar concentrations of PNX-20 to those used in the present study induced expression changes in reproductive hormones, receptors, and steroidogenic enzymes, although higher concentrations produced greater responses in some cases^30^. It is possible that the PNX-14 concentration used here may have been too low to exert strong reproductive effects in puffer, which is supported by a lack of hypothalamic changes in spotted scat at an identical concentration^29^. Liver responses may also support this, where puffer vitellogenin and estrogen receptor genes were unchanged, and zebrafish cell cultures only exhibited dramatic changes at very high media concentrations^30^. Still, some reproduction-associated pathways and subnetworks in both ovary and hypothalamus were altered by the PNX-14 treatment, including several associated with oocyte maturation.

Oocyte maturation in fish involves complex interactions across the HPG axis, including increases in pituitary luteinizing hormone (LH) release, a steroidogenic shift in gonad somatic cells, and production of other regulatory factors within the follicle^60,61^. For instance, elevated BMP-15 prevents precocious maturation, while the activin system and transforming growth factor alpha (TGFα) promote it^61,62^. In the present study, many of these associated genes or pathways were identified but overall indicate a suppressive effect, including increases in ovary *bmp15* and follistatin (*fst*), an inhibitor of activin, in addition to an overall decrease in a TGFα pathway. In addition, leukemia inhibitory factor (LIF) promotes oocyte maturation in some mammals^63^, but an LIF-associated pathway was strongly downregulated in the puffer ovary. Steroidogenic enzymes were also largely unaffected by the treatment, and subnetworks indicated a significant decrease in fertilization and oocyte maturation processes. In addition, hypothalamic changes indicated a possible decrease in overall LH expression. However, not all processes were suppressive, as PNX did induce elevated blood plasma levels of 17-hydroxyprogesterone, which is a precursor to maturation-promoting progestogens in fish^60^. Collectively, PNX appears to regulate oocyte maturation in puffer, but this may differ from other species^21,30^. These contrasting roles may be due to the duplicated receptor (SREB3B) in puffer, which is not found in zebrafish and mammals, or possibly due to culture conditions that limit maturation capacity. In either case, functional studies in puffer ovaries and higher PNX-14 doses are warranted to more fully decipher the roles of this novel hormone in oocyte maturation across vertebrates.

Overall, this study represents a foundational step in our broader understanding of PNX functions, and more research is needed across vertebrates to comprehensively characterize these conserved roles. For instance, the transcriptomic approach was conducted after 24 h, and there are likely early and late expression waves resulting in secondary or tertiary effects downstream of the transcriptome. We hypothesize that PNX regulates the inflammatory response, growth factors, and steroid signals initially, but additional experiments are required to elucidate temporal responses due to PNX-14. Such modulators likely have action sites beyond the hypothalamus and ovary, and possibly include changes within the gut or pituitary that have not yet been studied in this species. Further work is also required to better understand the increase in plasma 17-hydroxyprogesterone, which may have resulted from direct ovary changes related to oocyte maturation or indirect effects through the hypothalamus and pituitary. As such, in vitro approaches using ovarian fragments may provide additional insights into local responses. Dose responses may also vary both within a species and across vertebrates, and this warrants careful consideration in future comparative research where PNX effects may be contradictory^10^. This is especially relevant within the context of the present study, where higher doses or alternative forms of phoenixin (PNX-20) should be evaluated in puffer to assess changes in reproductive or immune effects. Lastly, more foundational work is still needed to better understand this system in fish, including investigations into PNX/SREB3 spatial patterns within brain regions, which have only recently been evaluated in zebrafish and may exhibit differences across fish evolution^31,48^.

## Conclusion

PNX-14 treatment in puffers induced broad changes related to immune responses, cell growth, and reproduction in both ovary and hypothalamus. Hypothalamic changes included a pro-inflammatory signal, possibly related to the gut–brain axis, and largely suppressive effects on proliferation. Ovary changes were characterized by broad decreases in numerous pathways that may reflect vitellogenic oocyte progression to a more transcriptionally inactive state. Both organs shared some pathways that may indicate conserved PNX roles, including regulation of the extracellular matrix and TGFβ signaling. PNX also downregulated some reproductive processes, and evidence for both inhibiting and promoting factors associated with oocyte maturation were identified. Further research in fish is warranted to thoroughly characterize the pleiotropic effects of this novel hormone, including investigations into differing dose responses and both in vivo and in vitro transcriptome and steroid changes.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the NCBI Gene Expression Omnibus (GEO) database, GSE183029.

## References

[1] Yosten GLC (2013). A novel reproductive peptide, phoenixin. J. Neuroendocrinol..

[2] Dennerlein S (2015). MITRAC7 acts as a COX1-specific chaperone and reveals a checkpoint during cytochrome *c* oxidase assembly. Cell Rep..

[3] McIlwraith EK, Belsham DD (2018). Phoenixin: Uncovering its receptor, signaling and functions. Acta Pharmacol. Sin..

[4] Billert M, Rak A, Nowak KW, Skrzypski M (2020). Phoenixin: More than a reproductive peptide. Intl. J. Mol. Sci..

[5] Prinz P (2017). Central and peripheral expression sites of phoenixin-14 immunoreactivity in rats. Biochem. Biophys. Res. Commun..

[6] Matsumoto M (2000). An evolutionarily conserved G-protein coupled receptor family, SREB, expressed in the central nervous system. Biochem. Biophys. Res. Commun..

[7] Stein LM (2016). Hypothalamic action of phoenixin to control reproductive hormone secretion in females: Importance of the orphan G protein-coupled receptor *Gpr173*. Am. J. Physiol. Reg..

[8] Treen AK, Luo V, Belsham DD (2016). Phoenixin activates immortalized GnRH and kisspeptin neurons through the novel receptor GPR173. Mol. Endocrinol..

[9] Yañez-Guerra LA, Thiel D, Jékely G (2022). Pre-metazoan origin of neuropeptide signaling. Mol. Biol. Evol..

[10] McIlwraith EK, Zhang N, Belsham DD (2022). The regulation of phoenixin: A fascinating multidimensional peptide. J. Endocr. Soc..

[11] Schalla M (2017). Phoenixin-14 injected intracerebroventricularly but not intraperitoneally stimulates food intake in rats. Peptides.

[12] Jiang JH (2015). Effects of pheonixin-14 on anxiolytic-like behavior in mice. Behav. Brain Res..

[13] Friedrich T (2019). Intracerebroventricular injection of phoenixin alters feeding behavior and activates nesfatin-1 immunoreactive neurons in rats. Brain Res..

[14] Billert M, Kołodziejski PA, Strowski MZ, Nowak KW, Skrzypski M (2019). Phoenixin-14 stimulates proliferation and insulin secretion in insulin producing INS-1E cells. BBA Mol. Cell Res..

[15] Murkherjee K, Unniappan S (2021). Mouse gastric mucosal endocrine cells are sources and sites of action of Phoenixin-20. Peptides.

[16] Gu Z, Xie D, Ding R, Huang C, Qiu Y (2020). GPR173 agonist phoenixin 20 promotes osteoblastic differentiation of MC3T3-E1 cells. Aging.

[17] Zandeh-Rahimi Y, Panahi N, Hesaraki S, Shirazi-Beheshtiha SH (2022). Protective effects of phoenixin-14 peptide in the indomethacin-induced duodenal ulcer: An experimental study. Int. J. Pept. Res. Ther..

[18] Rocca C (2018). Pheonixin-14: Detection and novel physiological implications in cardiac modulation and cardioprotection. Cell. Mol. Life Sci..

[19] Wang J (2020). The protective effects of phoenixin-14 against lipopolysaccharide-induced inflammation and inflammasome activation in astrocytes. Inflamm. Res..

[20] Yang Y (2020). Phoenixin 20 promotes neuronal mitochondrial biogenesis via CREB–PGC-1α pathway. J. Mol. Histol..

[21] Nguyen XP (2019). Effect of the neuropeptide phoenixin and its receptor GPR173 during folliculogenesis. Reproduction.

[22] Ullah K (2017). Phoenixin-14 concentrations are increased in association with luteinizing hormone and nesfatin-1 concentrations in women with polycystic ovary syndrome. Clin. Chim. Acta.

[23] Kalamon N (2020). Levels of the neuropeptide phoenixin-14 and its receptor GRP173 in the hypothalamus, ovary and periovarian adipose tissue in rat model of polycystic ovary syndrome. Biochem. Biophys. Res. Commun..

[24] Kulinska KI (2021). Phoenixin as a new target in the development of strategies for endometriosis diagnosis and treatment. Biomedicines.

[25] Rybska M (2022). Canine cystic endometrial hyperplasia and pyometra may downregulate neuropeptide phoenixin and GPR173 receptor expression. Anim. Reprod. Sci..

[26] Wang M (2018). Phoenixin participated in regulation of food intake and growth in spotted scat, *Scatophagus argus*. Comp. Biochem. Physiol. Part B.

[27] Rajeswari JJ, Blanco AM, Unniappan S (2020). Phoenixin-20 suppresses food intake, modulates glucoregulatory enzymes, and enhances glycolysis in zebrafish. Am. J. Physiol. Reg. I.

[28] Rajaei S (2022). Mediatory role of the central NPY, melanocortine and corticotrophin systems on phoenixin-14 induced hyperphagia in neonatal chicken. Gen. Comp. Endocrinol..

[29] Wang M (2019). Phoenixin: Expression at different ovarian development stages and effects on genes related to reproduction in spotted scat, *Scatophagus argus*. Comp. Biochem. Physiol. Part B.

[30] Rajeswari JJ, Unniappan S (2020). Phoenixin-20 stimulates mRNAs encoding hypothalamo-pituitary-gonadal-hormones, is pro-vitellogenic, and promotes oocyte maturation in zebrafish. Sci. Rep..

[31] Breton TS (2021). Characterization of the G protein-coupled receptor family SREB across fish evolution. Sci. Rep..

[32] Watson CA, Hill JE, Graves JS, Wood AL, Kilgore KH (2009). Use of a novel induced spawning technique for the first reported captive spawning of *Tetraodon nigroviridis*. Mar. Genom..

[33] Sipos MJ (2019). Evaluation of cGnRH IIa for induction spawning of two ornamental *Synodontis* species. Aquaculture.

[34] Breton TS, DiMaggio MA, Sower SA, Berlinsky DL (2015). Brain aromatase (*cyp19a1b*) and gonadotropin releasing hormone (*gnrh2* and *gnrh3*) expression during reproductive development and sex change in black sea bass (*Centropristis striata*). Comp. Biochem. Physiol. Part A.

[35] Picha ME, Turano MJ, Tipsmark CK, Borski RJ (2008). Regulation of endocrine and paracrine sources of Igfs and Gh receptor during compensatory growth in hybrid striped bass (*Morone chrysops*× *Morone saxatilis*). J. Endocrinol..

[36] Breton TS (2019). Initiation of sex change and gonadal gene expression in black sea bass (*Centropristis striata*) exposed to exemestane, an aromatase inhibitor. Comp. Biochem. Physiol. Part A.

[37] Pfaffl MW (2001). A new mathematical model for relative quantification in real time RTPCR. Nucleic Acids Res..

[38] Hampton LMT, Finch MG, Martyniuk CJ, Venables BJ, Jeffries MKS (2021). Developmental thyroid disruption causes long-term impacts on immune cell functions and transcriptional responses to pathogen in a small fish model. Sci. Rep..

[39] Nouri M-Z, Kroll K, Webb M, Denslow N (2020). Quantification of steroid hormones in low volume plasma and tissue homogenates of fish using LC-MS/MS. Gen. Comp. Endocrinol..

[40] Ma H (2020). Phoenixin 14 inhibits ischemia/reperfusion-induced cytotoxicity in microglia. Arch. Biochem. Biophys..

[41] Sun G, Ren Q, Bai L, Zhang L (2020). Phoenixin-20 suppresses lipopolysaccharide-induced inflammation in dental pulp cells. Chem. Biol. Interact..

[42] Zhang B, Li J (2020). Phoenixin-14 protects human brain vascular endothelial cells against oxygen-glucose deprivation/reoxygenation (OGD/R)-induced inflammation and permeability. Arch. Biochem. Biophys..

[43] Yang F (2020). Phoenixin 14 inhibits high-fat diet-induced non-alcoholic fatty liver disease in experimental mice. Drug Des. Dev. Ther..

[44] Jais A, Brüning JC (2017). Hypothalamic inflammation in obesity and metabolic disease. J. Clin. Investig..

[45] Fu Y (2020). Gut hormone GIP induces inflammation and insulin resistance in the hypothalamus. Endocrinology.

[46] Wang, S., Liang, R. & Liu, H. Phoenixin-20 ameliorates brain infarction by promoting microglia M2 polarization in an ischemic stroke model. *Metab. Brain Dis.* (2022).10.1007/s11011-022-00950-535334042

[47] Matsumoto M (2005). A conserved mRNA expression profile of SREB2 (GPR85) in adult human, monkey, and rat forebrain. Mol. Brain Res..

[48] Ceriani R, Calfún C, Whitlock KE (2021). *phoenixin*(*smim20*), a gene coding for a novel reproductive ligand, is expressed in the brain of adult zebrafish. Gene Expr. Patterns.

[49] Kubiczkova L, Sedlarikova L, Hajek R, Sevcikova S (2012). TGF-β—An excellent servant but a bad master. J. Transl. Med..

[50] Larco DO, Bauman BM, Cho-Clark M, Mani SK, Wu TJ (2018). GnRH-(1–5) inhibits TGF-β signaling to regulate the migration of immortalized gonadotropin-releasing hormone neurons. Front. Endocrinol..

[51] Ruan K, Bao S, Ouyang G (2009). The multifaceted role of periostin in tumorigenesis. Cell. Mol. Life Sci..

[52] Antonin W, Neumann H (2016). Chromosome condensation and decondensation during mitosis. Curr. Opin. Cell Biol..

[53] Zais DMW, Gause WC, Osborne LC, Artis D (2015). Emerging functions of amphiregulin in orchestrating immunity, inflammation, and tissue repair. Immunity.

[54] Ku GM, Pappalardo Z, Luo CC, German MS, McManus MT (2012). An siRNA screen in pancreatic beta cells reveals a role for gpr27 in insulin production. PLoS Genet..

[55] Chopra DG, Yiv N, Hennings TG, Zhang Y, Ku GM (2020). Deletion of Gpr27 in vivo reduces insulin mRNA but does not result in diabetes. Sci. Rep..

[56] Matsumoto M (2008). The evolutionarily conserved G protein-coupled receptor SREB2/GPR85 influences brain size, behavior, and vulnerability to schizophrenia. Proc. Natl. Acad. Sci..

[57] Chen Q (2012). SREB2/GPR85, a schizophrenia risk factor, negatively regulates hippocampal adult neurogenesis and neurogenesis dependent learning and memory. Eur. J. Neurosci..

[58] De La Fuente R, Eppig JJ (2001). Transcriptional activity of the mouse oocyte genome: Companion granulosa cells modulate transcription and chromatin remodeling. Dev. Biol..

[59] Breton TS, Berlinsky DL (2014). Characterizing ovarian gene expression during oocyte growth in Atlantic cod (*Gadus morhua*). Comp. Biochem. Physiol. Part D.

[60] Nagahama Y, Yamashita M (2008). Regulation of oocyte maturation in fish. Dev. Growth Differ..

[61] Clelland ES, Tan Q, Balofsky A, Lacivita R, Peng C (2007). Inhibition of premature oocyte maturation: A role for bone morphogenetic protein 15 in zebrafish ovarian follicles. Endocrinology.

[62] Peng Y, Ge W (2002). Epidermal growth factor and TGFα promote zebrafish oocyte maturation in vitro: Potential role of the ovarian activin regulatory system. Endocrinology.

[63] Mo X (2014). Leukemia inhibitory factor enhances bovine oocyte maturation and early embryo development. Mol. Reprod. Dev..

# Supplementary material for: Phoenixin-14 alters transcriptome and steroid profiles in female green-spotted puffer (Dichotomyctere nigroviridis)
**Source:** Sci Rep. 2022 Jun 8;12:9454. doi: 10.1038/s41598-022-13695-z
**Supplement:** Supplementary file 2 — Supplementary Information 2.

Supplementary Information for:

Phoenixin-14 alters transcriptome and steroid profiles in female green-spotted puffer

(*Dichotomyctere nigroviridis*)

Timothy S. Breton^{1*}, Casey A. Murray², Sierra R. Huff¹, Anyssa M. Phaneuf¹, Bethany M. Tripp¹, Sarah J. Patuel³, Christopher J. Martyniuk³, Matthew A. DiMaggio²

Table S1. Standard RNA-sequencing quality control parameters for all hypothalamus control (HC), hypothalamus PNX-14 treatment (HT), ovary control (OC), and ovary PNX-14 treatment (OT) samples.

Sample name	Raw reads	Clean reads	Raw bases	Clean bases	Error rate (%)	Q20(%)	Q30(%)	GC content(%)
HT6	23683579	22970487	7.1	6.9	0.03	97.46	93.34	51.19
HT5	20233591	19809451	6.1	5.9	0.03	97.5	93.48	52.4
HT4	22458378	21959389	6.7	6.6	0.03	97.11	92.61	52.36
HT3	21748233	21262948	6.5	6.4	0.03	97.41	93.27	52.67
HT2	21599044	21152493	6.5	6.3	0.03	97.19	92.57	52.57
HT1	20684564	20207854	6.2	6.1	0.03	96.93	92.31	52.07
OT2	20340845	20118149	6.1	6	0.03	97.92	94.05	52.91
OT3	21352473	20717037	6.4	6.2	0.03	97.83	93.99	54.69
OT4	22998277	22373548	6.9	6.7	0.03	97.58	93.59	53.62
OT5	26038156	25522447	7.8	7.7	0.03	97.74	93.72	54.45
OT6	22307208	21874228	6.7	6.6	0.03	97.77	93.79	54.07
HC2	21976376	21080348	6.6	6.3	0.03	97.01	92.36	50.57
HC3	25224090	24257007	7.6	7.3	0.03	97.05	92.54	51.22
HC1	21877547	21110065	6.6	6.3	0.03	97.63	93.75	51.31
HC6	26396557	25784808	7.9	7.7	0.03	97.4	93.2	52.36
HC4	23231680	22684948	7	6.8	0.03	97.57	93.52	51.24
HC5	26491332	25970758	7.9	7.8	0.03	97.49	93.43	52.6
OC1	22696692	21968313	6.8	6.6	0.03	97.46	93.31	52.91
OC3	22517492	21841644	6.8	6.6	0.03	97.41	93.16	53.23
OC2	21380722	20824646	6.4	6.2	0.03	97.8	94.03	53.93
OC5	20824342	20040480	6.2	6	0.03	97.27	92.88	53.37
OC6	27026145	26482016	8.1	7.9	0.03	97.78	93.98	54.05

Table S2. Gene names, primer sequences, PCR product sizes (bp), mean cycle threshold values (Ct), and PCR efficiencies (eff. %) for all hypothalamus, ovary, and liver qPCR assays. Mean Ct refer to the 1/40 diluted standard curve value for each assay.

Gene	Sequence (5'-3')	bp	Mean Ct (eff. %)		
			Hypo	Ovary	Liver
<i>acta1</i>	F - CGTACCACAGGGATTGTGCT<br>R - CAGGTAGTCGGTCAGATCGC	129		22.62 (105.7)	
<i>dkk3a</i>	F - TGAGGAGACGGAGAGCATCA<br>R - GCCTCTCCTCTGGTTGCATT	150	26.93 (85.0)		
<i>dpydb</i>	F - AGAGCGGTTCCAGAGGAGAT<br>R - GACAGAACTGTAACCCGGCA	118	29.59 (93.7)	29.60 (106.8)	
<i>eef1a</i>	F - TGAGGCCGGTATCTCCAAGA<br>R - AAACGTGCCTGACTGTAGGG	132	16.98 (90.0)	19.87 (93.9)	15.24 (91.6)
<i>esr1</i>	F - GGAGGTCCATCCACTACCCT<br>R - TTAGCTGGAGCATGCGGAAA	144			21.88 (99.9)
<i>esr2a</i>	F - CTGTCCTGCGACCAATCAGT<br>R - CCGACTTCGTAGCATTTGCG	87			27.50 (90.5)
<i>esr2b</i>	F - TGGTCTACAACCTGCTGCTG<br>R - GGAAGTGGTCGGAGTTGGAG	81			25.87 (92.4)
<i>isr2a</i>	F - GAAGCTGATCGAGGAGGAGC<br>R - AAACCTCCCTGAACAAGGGC	107		20.82 (100.7)	
<i>safrb</i>	F - CCGCTATGGACGCTCAGATT<br>R - AGTGCTGACCCTCTCTGTCT	143		25.64 (102.0)	
<i>shbg</i>	F - CAGGTATCGGGGATTGAGC<br>R - TCACACCTTCGGGGTCAAAG	142			17.59 (89.9)
<i>slc26a2</i>	F - TCCCTGTGCGAGATGTTTGC<br>R - ACTCCTTGACCAGCGTCTTG	148		26.64 (100.1)	
<i>slc31a1</i>	F - TAAAACTGTTGGGCAGCGGA<br>R - GCCACGGCGATACACAGATA	135		25.73 (103.1)	
<i>srl</i>	F - GGAGATGTCGCTGATGGAGG<br>R - GCCGTGCTGCCTTATAAACG	85		25.83 (91.6)	
<i>tgfb3</i>	F - GCTCTACCAGATCGTGAGGC<br>R - ATTGCTGCCTCGGTTTCATCA	148	26.50 (103.0)		
<i>vtgab</i>	F - GGGGCAAGAACTGCAAACAG<br>R - TTGCCCCAGCTCATCTTCAG	97			16.35 (91.1)
<i>vtgc</i>	F - TACTGGAGGCTGAGGAGGAC<br>R - AAAGCCGTAGACGTTGCTGA	89			18.69 (94.6)

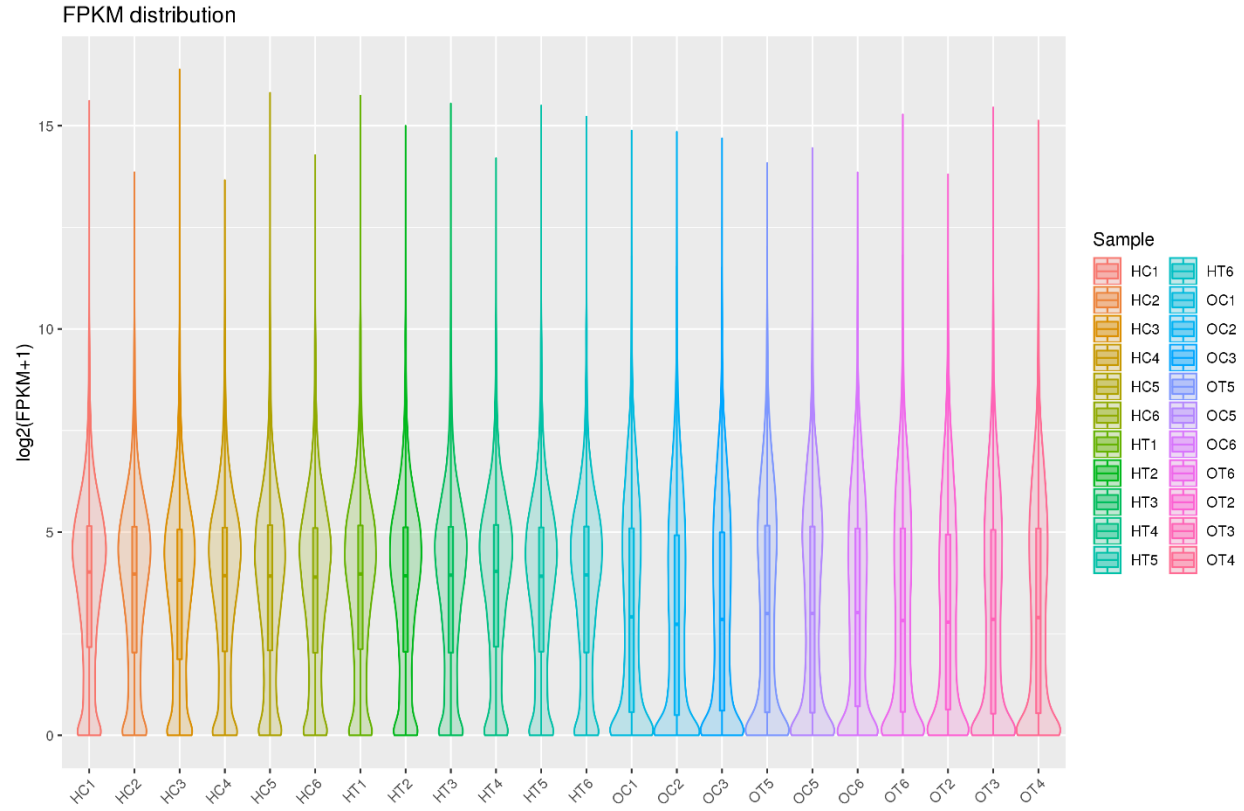

Fig. S1. Distribution of log₂ Fragments Per Kilobase of transcript per Million mapped reads for all hypothalamus control (HC), hypothalamus PNX-14 treatment (HT), ovary control (OC), and ovary PNX-14 treatment (OT) samples.

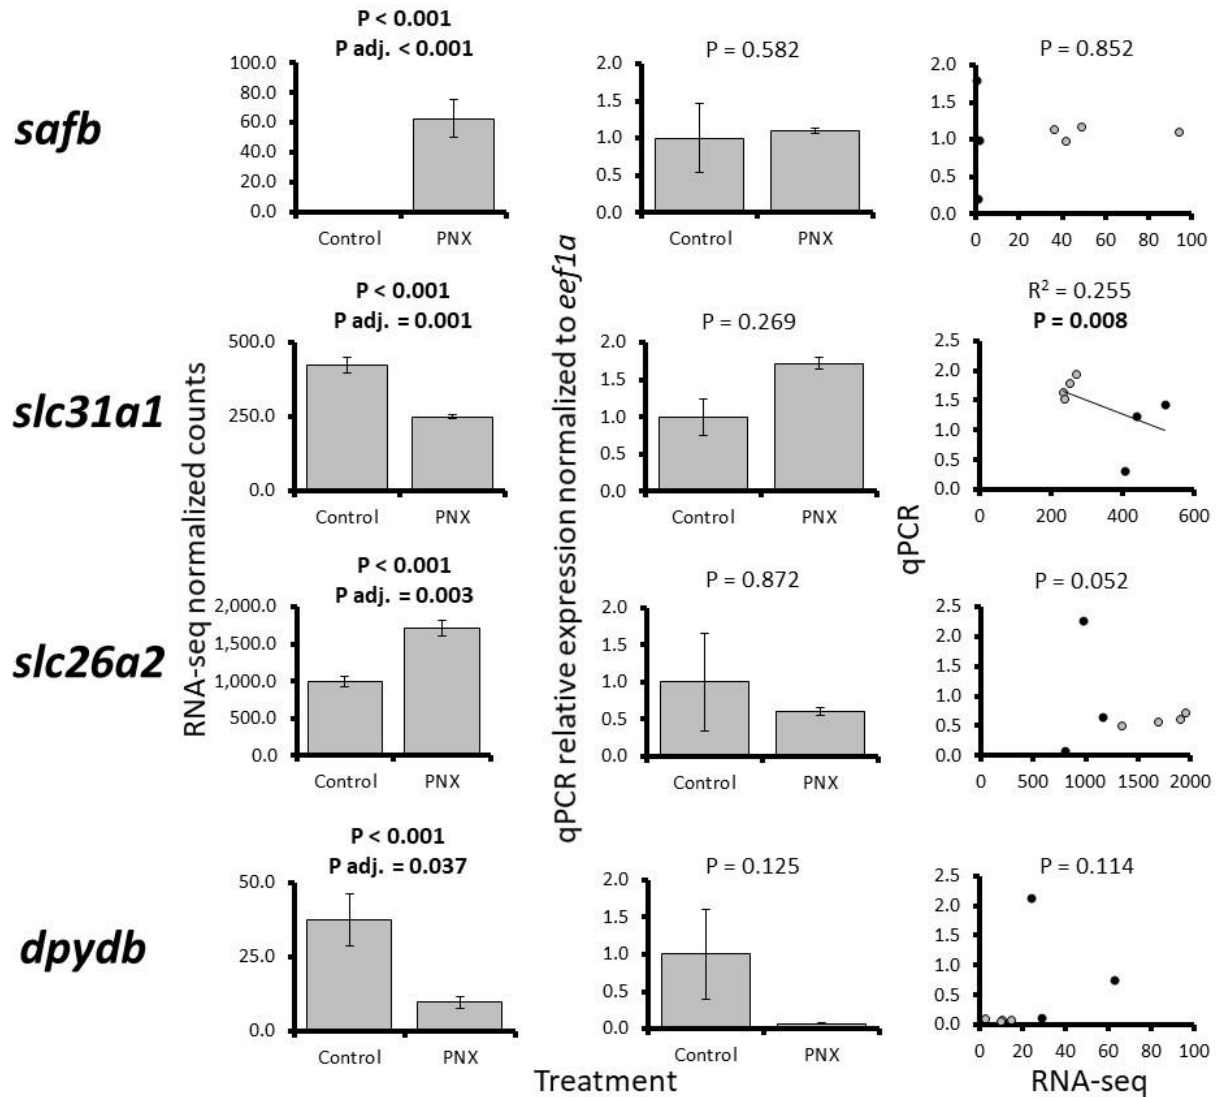

Fig. S2. RNA-seq normalized count data (first column), relative mRNA expression in qPCR (second column), and linear regression analyses (third column) of four ovary genes (*safb*, *slc31a1*, *slc26a2*, and *dpydb*) that were first identified as differentially expressed by RNA-seq but could not be confirmed through qPCR. Each bar represents the mean $\pm$ standard error and significance was assessed at $P < 0.05$. P adjusted (adj.) refers to the multiple test correction in RNA-seq differential expression analyses. For regression analyses, black and gray circles refer to control and PNX-14 treated samples, respectively.

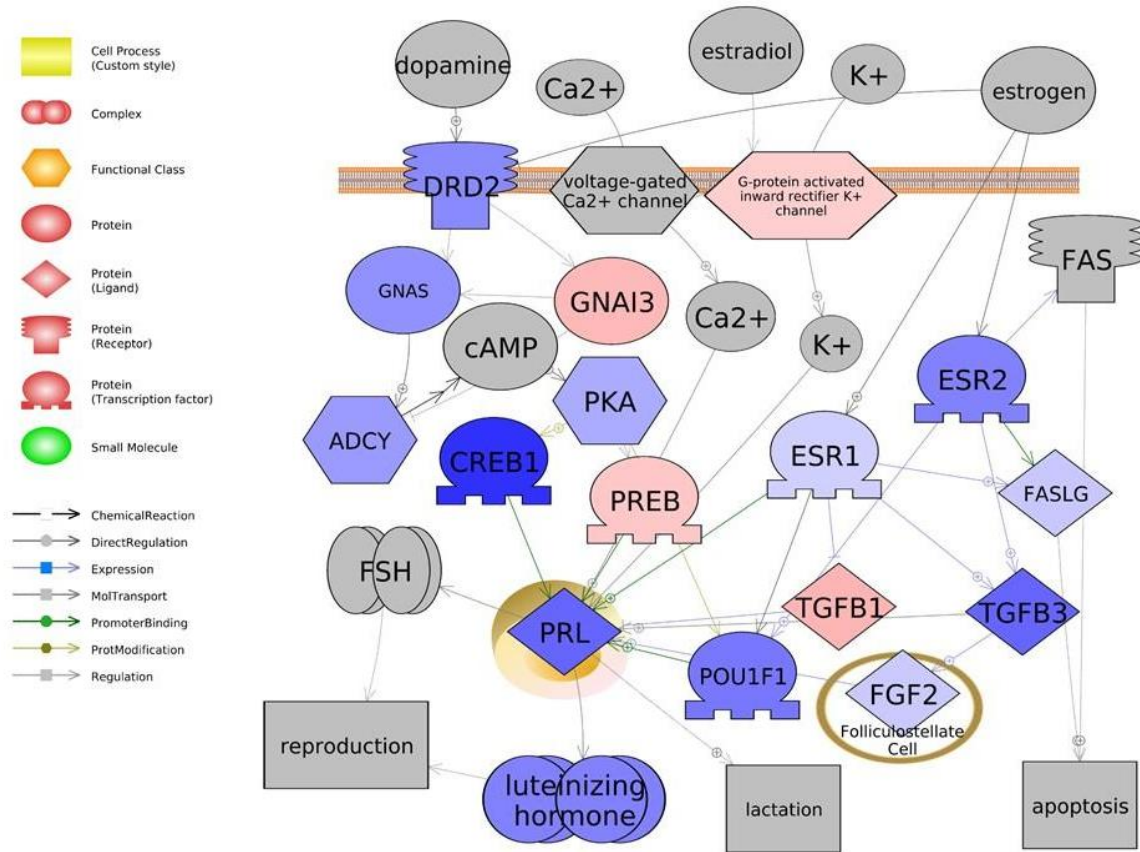

Fig. S6. Networks associated with reproduction in the hypothalamus following PNx treatment. Red indicates an upregulated gene in the network (darker shade indicates greater log2 fold change compared to control), while blue indicates a downregulated gene. Shapes and arrows are identified in the legend to the left. This is a proposed mechanism based only on transcriptomic data.

How the deposited data were processed for this re-analysis (not part of the article)

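RNA-seq was done on 22 samples of vitellogenic female green-spotted puffers: hypothalami of 6 PNX-14 treated and 6 control fish, and ovaries of 5 treated and 5 control fish, taken 24 h after injection. Samples of both organs with the same group and replicate number were treated as coming from the same fish, which the sources used here do not state outright, and this enters only the fish as a block and the tests between organs. Names and conditions came from the submitters' labels and the paper's group codes. The vehicle, the body weight and the kind of ovary sample differ between the labels and the paper, and the paper's values were used.

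The authors made poly(A) libraries with a kit that keeps the strand, aligned paired reads to the Ensembl puffer genome with HISAT2 and counted reads per gene with featureCounts. Versions of HISAT2, featureCounts and the authors' DESeq2 are not given in the sources used here, nor is whether counting used the strand, so antisense and overlapping genes, near-identical paralogs such as the actins, and the copies of safb may share counts. The deposited read counts are whole numbers per gene and sample with no normalization. The deposited FPKM values were scaled by the authors for gene length and the number of mapped reads. The authors also deposited a table of their own comparisons, with a log2 fold change from DESeq2 per gene and organ and p-values, raw and adjusted. Another 22 columns of counts divided by size factors by the authors, a signal on no fixed scale, were not used. No genome sequence was used, and coordinates are those of the files. Gene symbols came from the deposited files for 14512 genes of the ovary table and 14886 of the hypothalamus table, and from the paper's supplement for 212 genes in each. The other 4622 and 4881 genes carried no symbol. The supplement's tables were at hand in part, the first 1998 of 19346 rows for the ovary and 231 of 19979 for the hypothalamus, and no overlap or enrichment was computed on them.

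Counts were analysed in R 4.3.3. Genes were kept by edgeR's filterByExpr for the groups compared (14777 of 19346 in ovary, 17126 of 19979 in hypothalamus), normalized by TMM, and tested with edgeR 4.0.16 (quasi-likelihood, robust) with Benjamini-Hochberg adjustment at 0.05. The organs were fitted apart, since the paper compared treatments within each organ. The difference between the organs was tested as an interaction over all 22 samples. Levels are CPM on the TMM scale, with SD over the fish of a group. The paper's threshold for pathway analysis, an unadjusted p under 0.05, was applied beside the adjusted one, with the number that chance gives. DESeq2 1.42.0, the paper's tool, was an alternative.

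In all, 34 gene lists were fixed before the data were examined, with 31 testable in ovary, 32 in hypothalamus and 33 for the interaction, each with at least 5 tested members. They stand in for the themes of the paper's commercial gene sets and are not those sets. Some of their members are genes that the paper reports from these data, such as il17re, STK4, ncapg, tyk2, jak1 and jak3. A list was tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with the preset correlation of 0.01, and again with an estimated correlation and with fry. Members past the test were counted over all genes and adjusted over the list alone. The list of PNX and SREB genes had too few members for a test.

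The genes named in the text followed a rule fixed before the data were examined: the genes with the smallest p in each organ, the genes that the paper reports for that organ, written out in the rule, the leading members of each list, the genes leading the interaction and the first component of the hypothalami, and the genes whose symbol begins with that of the qPCR reference, none of which could be tied to the assay. The tops of the supplement's tables had been seen when this rule was written. The genes gpr173 and gpr85 are not among those written out, and were named after their values were seen.

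Principal components used log2(FPKM + 1) over the 20108 genes above 0 in any sample. The 2 sets of hypothalami of Fig. 1A were taken from the sign of the first component of these samples alone. The share of ovary RNA in a hypothalamus was the median, over 181 genes with a mean of at least 50 CPM in ovary and at least 100 times their lowest hypothalamus level, of the sample's level as percent of the ovary mean.

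The gene tests and the interaction test were tested on simulated counts with 200 changed genes, and the list test and the share of ovary RNA on simulations of their own. The components, the pairing of fish, the regroupings and the fits with added terms were not simulated. For the ovary, edgeR recovered 54.5% of genes changed 2-fold and 93.8% of those changed 4-fold, with 6 false calls among 14911 genes. For the hypothalamus these were 74.2% and 98% with 3 false calls among 17182 genes. DESeq2 recovered 68% and 92% in the ovary with 28 false calls among 19302 genes, and 76% and 94% in the hypothalamus with 23 among 19950. For these gene tests the counts were drawn with a spread shared by genes of like level. They held no gene-specific spread and not the 2 sets of hypothalami. Genes that vary more in the real data can thus be missed at larger changes. In the hypothalamus dpydb, at a log2 fold change of -3, did not pass with edgeR. At 9140910 to 15735216 counts per sample a gene at 1 CPM has about 9 to 16 counts. Changes under 2-fold, and changes of low genes, thus lie near the limit of these sample sizes even in the simulation. The list test returned a median of 0.464 in ovary and 0.521 in hypothalamus for a list changed by 0.5, the interaction test recovered 189 of 200 genes changed 4-fold, and the share of ovary RNA was off by at most 0.5 percentage points over 6 simulated shares.

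The alternatives set before the data were examined were DESeq2, RLE normalization, no filter, a filter of at least 10 counts in every sample, limma-voom with quality weights, leaving out each replicate, the replicate number as a block, the fish as a block for the interaction, the set of hypothalami as a term and the comparison within each set, other correlations and tests for lists, a threshold of 0.01 for the overlap, and other values and scalings for the components. The share of ovary RNA as a term in the hypothalamus and the mean oocyte level as a term in the ovary were added after seeing the data. The liver qPCR and the plasma steroids of the paper have no sequencing data and were not analysed here. The paper's pathway software was not used here. Some results for single genes are not reported here.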

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

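Chosen only after the results were seen were the tests of the wider set of ovary-specific genes, of smooth muscle genes in 2 hypothalami, of ovary library size, of safb and trpm1b across organs, of the smooth muscle list of the ovary on its own and of the 300 genes most variable in both organs, and the fit with the oocyte level as a term.

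A first pattern is egg RNA in the hypothalami, with more in 5 of the 12: across 4 ovary-specific genes the excess in these 5 followed the ovary levels with a Pearson r of at least 0.869, and across 181 genes log2 levels did with r of at least 0.944 (across genes, which are not independent replicates), which is consistent with RNA from the ovary. The other 7 had r of 0.84 to 0.95 across the 181 genes at a share of 0.396% to 4.34%, so these correlations do not separate the sets, which differ in the amount. Pituitary tissue was argued against by a median log2 difference of 0.0129 between the sets over pituitary genes, and library size by 4 of the 5 totals lying within the range of the other set. In control replicate 5 and PNX-14 replicate 4 smooth muscle genes exceeded the level that the share of ovary RNA gives by 8.68 and 4.93 times (desmb at 2190 and 1420 CPM, against an ovary maximum of 1140), which argues against reads of the ovary libraries as the source of these genes. Ovary tissue or RNA entering at dissection, extraction or library preparation stays open, the fish's own ovary (best correlated for 1 of the 5 samples) and others cannot be told apart because each ovary gave 1 library and differences within an ovary are not measured, and no biological explanation was tested.

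A second pattern is the set of ovary lists that fell with PNX-14 while oocyte genes rose. With the mean oocyte level as a term the macrophage list kept 2.64% of its median log2 fold change, the matrix list 54.4% and the smooth muscle list 76.3%. The last still passed at camera's preset correlation (median -0.25, adjusted p = 0.034), and the macrophage (0.934) and matrix (0.104) lists did not. With an estimated correlation the smooth muscle list had an adjusted p of 0.47 from camera even without this term. Its call thus does not exclude the oocyte level as its whole source. For these lists a lower share of tissue other than oocytes and a change within that tissue cannot be told apart from these biopsies. Nor was a PNX-14 effect on these cells separable. Library size was argued against by all 5 treated totals lying within the range of the controls. Whether chance can be excluded was tested by regrouping the ovaries: 6 lists passed in the real groups, up to 11 in other groupings, and 24 of 100 groupings gave as many, so chance cannot be excluded.

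Another pattern is that the genes at an unadjusted p under 0.05 in both organs, 80, exceeded the 43.8 of independent lists. Deviations of these genes from their group means correlated between same-numbered samples of both organs (mean r 0.253 against 0.00161 over random pairings, exact one-sided permutation p = 0.00535, 5 of 10 fish nearest to their own partner). Differences between individual fish carried by both organs would give such a correlation. The pairing was not run with the share of ovary RNA taken out, so RNA of the fish's own ovary in its hypothalamus sample was not set apart from them. Over the 300 genes most variable in both organs, 1 of 3 gene sets run, all 10 fish were nearest to their own partner (exact permutation p = 6.94e-05, the smallest that 14400 pairings allow). For safb the hypothalamus change was 49.6% of that in the ovary, just under the bound of 50% for a carried difference, and in the fish with both organs it was low in the 5 controls and high in the 5 treated, so a difference carried by the fish and a PNX-14 effect in both organs cannot be told apart, while hypothalamus control replicate 4, which has no ovary library here, was at 6.55 CPM, within the 5.91 to 24.1 CPM of treated hypothalami. For trpm1b the hypothalamus change was 2.15%, which argues against a carried difference. Genes with an 8-fold gap between the ovary groups numbered 2 (trpm1b and safb) against at most 1 in the other groupings. Of all groupings only 1, the real one, gave as many. The authors had already called both genes in these data, so this count is no independent support. They are also the 2 ovary genes past the adjusted threshold, for which 4 of 100 groupings gave as many, the real one included. Chance is thus not firmly excluded. Nor can a difference between the fish of the groups that is not due to PNX-14 be excluded.

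Single samples that stood apart from their group were found in 21 of 352 groups, and chance alone gives about 1 in 20, or 17.6. The gap of the sample to its nearest neighbor is given as a share of the range of its group. Among control ovaries these were the total counts of replicate 6 (0.757, 15735216 counts), the insulin list of replicate 5 (0.786), trpm1b of replicate 3 (0.729), rftn2 of replicate 2 (0.815), lonp2 of replicate 2 (0.773), emid1 of replicate 6 (0.717) and cyp11a2 of replicate 1 (0.749). Among treated ovaries they were the steroidogenesis list of replicate 2 (0.868), cyp11a2 of replicate 6 (0.786) and itk of replicate 5 (0.818). Among control hypothalami they were the matrix list (0.713), smooth muscle list (0.633) and esr2a (0.694) of replicate 5, esr1 (0.649) and safb (0.649) of replicate 4, the ependymal list of replicate 1 (0.664) and CHAT of replicate 3 (0.772). Among treated hypothalami they were the neuropeptide list (0.632) and tgfbr2a (0.68) of replicate 3, il17re of replicate 2 (0.648) and ncapg of replicate 5 (0.727).

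The response to PNX-14 differed between the organs, by the interaction test, for 13 lists and 1 gene. The median log2 difference, ovary minus hypothalamus, was -0.867 for macrophages, -0.77 for T and NK cells, -0.464 for AP-1 genes, -0.437 for inflammatory genes, -0.332 for mitochondrially encoded genes, -0.219 for ribosomal proteins, -0.21 for interferon genes, -0.187 for the matrix, -0.181 for LIF signaling, -0.17 for B cells, -0.166 for NF-kB, -0.0946 for insulin signaling and 0.338 for neurons, and trpm1b differed by 4.774. With the fish as a block neurons were lost (adjusted p = 0.0673) and oocyte genes gained (0.0281). None of the 13 lists passed with an estimated correlation. The list differences were not refitted without single samples or with the set of hypothalami as a term. For the lists, 2 of 100 groupings of the fish, drawn from 252 possible, gave as many, the real one included, with 13 as the highest other. This lies under the bound set before the data were examined. Another grouping equalled the real one and not all were drawn, so chance is not firmly excluded. For single genes up to 533 were called in other groupings against 1 in the real one, and 28 of 100 gave as many, so chance cannot be excluded.

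Groups that the paper does not discuss also passed. In the hypothalamus cytosolic ribosomal proteins were higher (median log2 fold change 0.145) and mitochondrially encoded genes lower (-0.262), and in the ovary mitochondrially encoded genes were lower (-0.565) and oocyte genes higher (0.191). With an estimated correlation none of these calls held, with an adjusted p of 0.842 for both hypothalamus lists and 0.47 for both ovary lists.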

How the results depend on the processing

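The fits with the share of ovary RNA and with the mean oocyte level as a term were chosen after the results were seen. All other alternatives were set before the data were examined. In all, 3350 values of named genes and lists under other settings were compared with the reported ones. Of these, 30 lost the threshold, 76 gained it, 42 turned direction and 3202 were counted as the same. The 3202 include 221 whose sign changed where the reported value lay within 1 standard error of 0, 118 of them on leaving out 1 sample. The others of the 3202 kept their direction and their side of the threshold. The cause was not tested except where stated.

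DESeq2 called 5 genes in the hypothalamus, 29 in the ovary and 24 for the interaction. With at least 10 counts in every sample no gene passed in the ovary or for the interaction (0 each), because the filter removes trpm1b and safb. At an unadjusted p under 0.05 the hypothalamus held 1398 genes with limma-voom, 428 within the set of samples with more ovary RNA and 1307 within the other set. Genes in common to both organs numbered 222 with limma-voom, 39 within the set with more ovary RNA, 29 with the oocyte term and 5 at a threshold of 0.01. The oocyte term left 1 gene past the adjusted threshold in the ovary, 434 at an unadjusted p under 0.05, and 2 lists. With an estimated correlation or with fry 0 lists passed in either organ, and within the set with more ovary RNA 2 did. The share of hypothalamus lists with a negative median was 28.12% with the set as a term. The first component held 83.36% with log2(FPKM + 0.1) and 65.14% with genes scaled to unit variance, under which the second held 5.292%.

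The replicate block treated equal numbers of control and PNX-14 fish as pairs. The numbers do not pair these fish: same-numbered samples correlated at -0.288 to 0.316 in the hypothalamus (1 of 6 over 0.1, 0 nearest to their own number) and at 0.0356 to 0.316 in the ovary (2 of 4 over 0.1, 2 nearest). Under the replicate block 10 lists passed in the hypothalamus, among them NF-kB (adjusted p = 0.026), inflammatory (0.0338), interferon (0.0168) and LIF genes (0.0432), and 10 genes in the ovary, the ovary median of ependymal genes was 0.14, and the interaction called 1 gene with the fish as a replicate block, which changed the call of no list of the interaction but neurons and oocytes.

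Leaving out 1 sample gave 0 to 1 genes past the adjusted threshold, 350 to 1473 at an unadjusted p under 0.05, 5 to 12 lists and 31.25% to 56.25% negative lists in the hypothalamus. In the ovary it gave 2 to 3 genes, 802 to 1470 genes, 3 to 8 lists and 62.5% to 84.38% negative lists. The interaction called 1 to 4 genes, the organs shared 48 to 149 genes, and the first 2 components held 88.35% to 89.14% and 1.634% to 1.885%. The smallest and largest of these for the hypothalamus came without control replicates 2 (350 and 48) and 5 (1473 and 149). Lists whose median turned were, in the hypothalamus, cell proliferation (-0.521 to 0.01539), pituitary cells (-0.07593 to 0.007961), neurons (-0.1104 to 0.008469) and smooth muscle (-0.9686 to 0.6272, the highest without control replicate 5), and in the ovary insulin signaling (-0.1881 to 0.0277) and ependymal cells (-0.08321 to 0.1959). Here and below, sign changes of values reported within 1 standard error of 0 are left out, such as those of the hypothalamus matrix list.

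Within the hypothalami with more ovary RNA the medians of the inflammatory list (-0.0051), NF-kB list (-0.0716), ribosomal list (-0.0560) and neuron list (0.18) turned, as did tgfbr2a (-0.10), STK4 (-0.0515), jak3 (-0.0076), nfkb1 (-0.10), stat4 (-0.0346) and cybb (-0.0539). Within the other hypothalami the condensation (0.12), proliferation (0.31) and oocyte (0.69) lists and top2a (0.0606) turned. With the set as a term proliferation (0.0775) and pituitary cells (0.0150) turned, pituitary cells also with limma-voom (0.0614) and with the share of ovary RNA as a term (0.0080). In the ovary the oocyte term turned the inflammatory list (0.0798), the follicle cell list (0.0040), fosaa (-0.22), hck (0.0849) and wt1b (0.0849), and the direction of the macrophage test (median -0.0146). Ependymal genes of the ovary turned without the filter (0.0861), with at least 10 counts in every sample (0.0290), with limma-voom (0.0863) and with the oocyte term (0.15). Depth limits genes under about 1 CPM, such as postna in the ovary and prl and lhb in the hypothalamus.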

Differences from the paper's values

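The alternatives named here were fixed before the data were examined, except where stated. The thresholds for counts are those the paper states.

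The paper reports 36 genes past the adjusted threshold in both organs together, 31 of them in the ovary, and edgeR gave 2, both in the ovary. With DESeq2, the tool the paper names, 34 genes passed, 29 in the ovary and 5 in the hypothalamus, and all 29 and all 5 were among the genes called in the authors' deposited table. Under RLE normalization, no filter, the filter of at least 10 counts, limma-voom, the replicate block (10) and, in the ovary, each sample left out, the counts stayed apart from the paper's. Of the 31 and 5 genes called in the authors' deposited table, 29 and 4 were tested with edgeR, and all of these had an unadjusted p under 0.05. At that unadjusted threshold the authors' deposited table held 1487 ovary and 774 hypothalamus genes, and the paper's text gives 1206 and 582, against 1180 and 668 with edgeR.

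The paper gives a median fold decrease of 1.44 for its periostin gene set in the ovary, and the matrix list fixed here, which is not that set, had 1.22 (control over PNX-14). Of the alternatives only leaving out ovary control replicate 5 brought it to within 0.144 of the paper's value on the log2 scale, the SD of the list's mean level between ovaries of a group here, at 1.31. The paper's text gives no spread for it. DESeq2, RLE normalization, both filters, limma-voom, the replicate block (1.29) and each other sample left out did not. For the hypothalamus the paper gives a fold decrease of 1.07 and the list here had 0.992, an increase. Both lie closer together than the SD between hypothalami of a group, 0.226 on the log2 scale, so they differ in sign alone. With 26 of 52 genes negative and an adjusted p of 0.952 from camera, no direction is shown for the list here. The value was a decrease, as in the paper, with DESeq2, RLE normalization, no filter, at least 10 counts in every sample, and without control replicates 1, 2, 3, 4 or 6 or PNX-14 replicates 2, 3, 4 (1.05) or 5. It was an increase with limma-voom (0.911), the replicate block (0.968), the set as a term (0.973), within either set (0.983 and 0.995), or without control replicate 5 (0.904) or PNX-14 replicates 1 (0.993) or 6 (0.981).

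The paper's clean reads per sample, 19.8 M to 26.5 M, stand beside 9.141 M to 15.74 M counted reads here. These are different quantities, and no alternative applies.

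Directions the paper states were compared for single genes and groups. It states that all highly significant ovary sets had negative medians. Of the 6 lists past the test here, oocyte genes were higher and the others lower. Of all 31 lists, whether they passed or not, 24 had a negative median. It states a decrease of esr1 and fgf2 in the hypothalamus, and log2 fold changes here were -0.0035 and -0.0068, below their standard errors, while drd2a (-0.33) was negative, and esr2a (-0.14) and esr2b (-0.42) were negative over all samples but stood at 0.39 and 0.24 without control replicate 5. It states decreases of prolactin and luteinizing hormone there, and prl and lhb had too few counts to test. It states that a receptor tgfbr2 decreased in the ovary, and tgfbr2a stood at -0.33 (SE 0.33) and tgfbr2b at 0.05. It describes lower c-Fos in the ovary, and fosab was at -0.40 and fosaa at 0.35, or -0.22 with the mean oocyte level as a term, chosen after seeing the values. It states lower periostin, and postna and postnb were too low to test in the ovary. It states that no steroidogenic enzyme but hsd17b7 changed in the ovary, and at an unadjusted p from edgeR cyp11a2 (lower, 0.0156) and srd5a2a (higher, 0.0251) passed beside hsd17b7 (higher, 0.0194), none of them after adjustment. Of the 24 genes of the steroidogenesis list, which also holds genes that are not enzymes, 3 were higher and 2 lower at an unadjusted p under 0.05. It states lower neural subnetworks in the ovary, and the neuron list here had a median of 0.13. It states a decrease of condensation genes in the hypothalamus, and the list here was lower over all samples without passing (median -0.24, adjusted p = 0.102 from camera). It was lower and passed within the 5 samples with more ovary RNA (-0.27, adjusted p = 0.00246) and with the share of ovary RNA as a term (-0.07, adjusted p = 0.0341), an alternative chosen after seeing the values, and stood at 0.12 within the 7 samples with less ovary RNA.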

Other observations

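Chosen only after the results were seen were the fits with the share of ovary RNA or the oocyte level as a term and the correlation of condensation genes with that share. The use of the calls with these terms and within the sets, beside the percent kept, to judge the condensation and immune lists was also decided after the results were seen, and gpr173 and gpr85 were named after their values were seen.

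Mitochondrially encoded genes, which code for parts of the respiratory chain, were lower in both organs after PNX-14. In the ovary all 11 were negative (median log2 fold change -0.57, adjusted p = 1.12e-06 from camera, and 0.47 with an estimated correlation), and 7 were lower adjusted over the list alone. With the mean oocyte level as a term the median was -0.30 (adjusted p = 0.0304). The complex I gene mt-nd1 was at 708 ± 336 CPM in controls and 354 ± 52.8 CPM after PNX-14 (SD, n = 5 each), mt-cyb of complex III at 1250 ± 378 and 789 ± 136 CPM, and mt-atp6 of the ATP synthase had a log2 fold change of -0.77. In the hypothalamus 10 of 11 were negative (median -0.26, adjusted p = 2.32e-06, and 0.842 with an estimated correlation), with mt-co2 at 9280 ± 1590 and 7020 ± 695 CPM (SD, n = 6 each), and 1 was lower adjusted over the list alone. The decrease was larger in the ovary (adjusted p = 0.00708 for the interaction, and 0.534 with an estimated correlation). Within the 7 hypothalami with less ovary RNA the median was -0.15 (adjusted p = 0.149). Cytosolic ribosomal proteins were higher in the hypothalamus, 70 of 82 (median 0.15, adjusted p = 5.24e-07, and 0.842 with an estimated correlation), with rpl37 at 168 ± 43 and 237 ± 44.8 CPM. None passed alone, and the median was -0.06 within the 5 hypothalami with more ovary RNA. In the ovary their median was -0.10 (adjusted p = 0.105), and the list passed with limma-voom (0.000676) and without control replicates 1 (0.0277) or 5 (8.71e-07) or PNX-14 replicate 2 (5.37e-05). Smooth muscle genes fell in the ovary, 14 of 17 (adjusted p = 0.000138, and 0.47 with an estimated correlation; 2 lower adjusted over the list alone). The actin acta2 was at 2240 ± 633 and 1440 ± 85.5 CPM, tagln, an actin-binding protein, at 761 ± 151 and 532 ± 109 CPM, and SYNPO2 had a log2 fold change of -0.67.

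The genes for the receptor SREB3 (gpr173) and its relative SREB2 (gpr85) were among the PNX and SREB genes listed before the data were examined. In the hypothalamus gpr173 was at 64.9 ± 8.25 CPM in controls and 71.7 ± 5.65 CPM after PNX-14, and gpr85 at 35.5 ± 2.25 and 37 ± 2.32 CPM (SD, n = 6 each), with log2 fold changes of 0.14 (SE 0.10) and 0.06 (SE 0.09) and an adjusted p of 0.979 from edgeR. Neither was among the genes tested in the ovary.

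Other lists did not pass. In the ovary their medians were -0.02 for glycolysis, -0.18 for pituitary cells, 0.03 for oligodendrocytes, 0.03 for astrocytes, -0.01 for ependymal cells, -0.0079 for red blood cells, -0.08 for skeletal muscle, -0.08 for retina and -0.06 for heat shock genes. In the hypothalamus they were -0.06 for glycolysis, -0.34 for oocytes, -0.03 for ovarian follicle cells, -0.14 for oligodendrocytes (11 of 13 negative, adjusted p = 0.102), 0.03 for astrocytes, 0.13 for ependymal cells, 0.08 for red blood cells, -0.0080 for skeletal muscle, -0.43 for smooth muscle, -0.05 for retina, 0.03 for liver and 0.0087 for heat shock genes. The oligodendrocyte list passed without PNX-14 replicate 5 (adjusted p = 0.00659) and the oocyte list as lower without control replicate 3 (0.0455) but as higher within the 7 samples with less ovary RNA (median 0.69, adjusted p = 0.00804). The smooth muscle list passed as higher without control replicate 5 (median 0.63, adjusted p = 0.0239). Pineal genes, tested for the interaction alone, had a median difference of -0.21 (adjusted p = 0.963). The 28S rRNA gene had 0 counts in control and 0 to 594 in treated hypothalami, asb14a had 0 to 612 counts in control and 0 to 1 in treated ovaries, and prom1b had a log2 fold change of 3.75 with 10 to 462 counts among treated ovaries.

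A hypothesis tested on the same data is that oocyte RNA in some hypothalami accounts for the lower condensation genes after PNX-14, since 3 of 6 controls and 2 of 6 treated samples carried more of it. With the set as a term the list kept 15.8% of its median log2 fold change, which is consistent with this, but with the share of ovary RNA as a term the list was still lower and passed (median -0.07, adjusted p = 0.0341). Within the 7 samples with less ovary RNA the share of ovary RNA correlated with the mean level of the list (Pearson r 0.851, exact permutation p = 0.021; Spearman rho 0.607, exact permutation p = 0.167), and r was 0.565 without the 2 samples farthest from the median, so it rests in part on them. The 24 condensation genes stand in ovary at a median of 16.6 times their lowest hypothalamus level, and the correlation with the share used 21 of them. Within the 5 samples with more ovary RNA the list was lower, at -0.27, and passed (adjusted p = 0.00246 from camera). The oocyte list was lower there too, with a median of -0.194 and 13 of 16 genes negative. Within the other 7 samples the oocyte median was 0.69 and the condensation median 0.12. The comparison within each set thus does not hold oocyte RNA constant. Oocyte RNA as the whole source and a PNX-14 effect cannot be told apart with sets of 5 and 7 samples.

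The same sets bear on the immune lists. Over the 51 members of the macrophage, T and NK cell and B cell lists the median log2 fold change was 0.447, it was 0.276 with the set as a term and 0.402 with the share of ovary RNA as a term, and 45 and 44 members were positive without and with the set. The median thus kept 61.7% with the set as a term, and the macrophage (adjusted p = 0.0013), T and NK cell (0.0148) and B cell (0.00287) lists still passed, as they did with the share term (0.000105, 0.00205 and 0.000569) and within the 7 samples with less ovary RNA. The 61.7% lies between the bounds set before the data were examined, which leaves that test without a verdict. The list calls, whose use was decided after the results were seen, were made at the preset correlation. Over all hypothalamus lists, 66 of 100 groupings of the samples gave as many calls as the real one. These calls thus cannot decide whether the unequal numbers of the sets are the whole source. Within the 5 samples with more ovary RNA none of the 3 passed, and with an estimated correlation none did over all samples, so a PNX-14 effect is not shown.

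Whether chance can be excluded was asked by regrouping the samples. For the ovary genes past the adjusted threshold, 4 of 100 groupings gave as many as the real 2, the real one included, and another grouping called 271. Other groupings thus equalled or exceeded the real one and not all possible ones were drawn, so chance is not firmly excluded. For the hypothalamus the real count was 0, which all 100 groupings reach by construction, so this says nothing about chance, and another grouping called 942. At an unadjusted p under 0.05 the highest other groupings held 3290 genes in ovary against 1180, with 23 as large, and 3679 in hypothalamus against 668, with 48 as large, so chance cannot be excluded. These larger counts point to a structure of the samples other than treatment. For hypothalamus lists 66 of 100 groupings gave as many as the real 6, up to 16, and for genes in common 12 gave as many as the real 80, up to 381, so chance cannot be excluded there either.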
